# Integrated transcriptomics and proteomics analysis reveals muscle metabolism effects of dietary *Ulva lactuca* and ulvan lyase supplementation in weaned piglets

**DOI:** 10.1038/s41598-024-55462-2

**Published:** 2024-02-26

**Authors:** David Miguel Ribeiro, Diogo Coelho, Mónica Costa, Daniela Filipa Pires Carvalho, Céline C. Leclercq, Jenny Renaut, João Pedro Bengala Freire, André Martinho Almeida, José António Mestre Prates

**Keywords:** Weaned piglet, *Ulva lactuca*, Muscle, Transcriptomics, Proteomics, Proteomic analysis, Protein-protein interaction networks, Metabolism

## Abstract

Seaweeds, including the green *Ulva lactuca*, can potentially reduce competition between feed, food, and fuel. They can also contribute to the improved development of weaned piglets. However, their indigestible polysaccharides of the cell wall pose a challenge. This can be addressed through carbohydrase supplementation, such as the recombinant ulvan lyase. The objective of our study was to assess the muscle metabolism of weaned piglets fed with 7% *U. lactuca* and 0.01% ulvan lyase supplementation, using an integrated transcriptomics (RNA-seq) and proteomics (LC–MS) approach. Feeding piglets with seaweed and enzyme supplementation resulted in reduced macronutrient availability, leading to protein degradation through the proteasome (PSMD2), with resulting amino acids being utilized as an energy source (GOT2, IDH3B). Moreover, mineral element accumulation may have contributed to increased oxidative stress, evident from elevated levels of antioxidant proteins like catalase, as a response to maintaining tissue homeostasis. The upregulation of the gene AQP7, associated with the osmotic stress response, further supports these findings. Consequently, an increase in chaperone activity, including HSP90, was required to repair damaged proteins. Our results suggest that enzymatic supplementation may exacerbate the effects observed from feeding *U. lactuca* alone, potentially due to side effects of cell wall degradation during digestion.

## Introduction

The human population is expected to reach 10 billion by 2050^1^. Combined changes in consumer preferences and increased demand for animal products are expected to exert tremendous pressure on the livestock sector to increase production, whilst increasing the need for promoting environmental sustainability^2^. In particular, the demand for pork is expected to increase substantially^3^, thereby pressuring upstream production factors, such as energy and arable land towards the production of conventional feedstuffs, including maize and soybean meal^4^. In the European context, this causes a problem, where local, sustainable, and high-quality feedstuffs are necessary, to counteract the negative environmental and economic impacts of commodity imports. This is particularly important given the rising inflation rate, political instability, and conflict in Eastern Europe^5^.

Seaweeds can play a role in increasing the independence of European countries from external markets to satisfy internal demand for feedstuffs^6^. Indeed, the European seaweed industry is expected to grow steadily until at least 2030 according to some estimates, which could give rise to cost-effective products^7^. These organisms are highly heterogeneous and widely distributed, having particular nutritional properties such as a high ash content, healthy fatty acid profile and high concentrations of other bioactive compounds, including laminarin^8^ and ulvan^9^. Moreover, green seaweeds (*Chlorophyceae*) such as those of the *Ulva* genus have moderate levels of crude protein (CP) and energy that make it interesting to be included in animal diets, including pigs. When considering human diets, some authors have found that their essential amino acid composition surpasses that of conventional foodstuffs such as cereal grains (maize, wheat) and legumes (soybeans)^10^, however, this seems to depend on several factors including harvesting location and season. Indeed, other authors have reported that *U. lactuca* has virtually half the lysine content of soybean meal^11^. Regardless, they have high iron (Fe) and α-linolenic contents, which are beneficial for piglets and improve meat quality^4,11–13^. Despite this potential as a nutrient source for monogastric diets, to the best of our knowledge, the whole biomass of *Ulva* sp. has not been reported to be used for this purpose. However, extracts from these seaweeds have been reported to be used in feeding farm animals. Samarasinghe et al.^14^ have reported the effects of milk supplementation with *Ulva* sp. fed to preweaning calves on performance and gut health. In turn, Bussy et al.^15^ reported that sulphated polysaccharide extract of *U. armoricana* has immunomodulatory properties when fed to sows, for example, by increasing IgG concentrations in their milk. An extract with polyphenols and unsaturated fatty acids from *U. prolifera* is reported to increase total antioxidant capacity and superoxide dismutase (SOD) activity in the serum of weaned piglets challenged with hydrogen peroxide^16^. Recently, dietary *U. lactuca* has been reported as a feed ingredient in broiler chicken diets^17,18^. However, to the best of our knowledge, the use of whole *Ulva sp.* biomass as a feed ingredient (> 3% dietary incorporation) in piglet diets is scarcely studied^19^, possibly because of the antinutritional effects that can occur due to their highly complex cell wall polysaccharides^13^. This is partly caused in turn by the highly complex, cross-linked ulvan, a sulphated polysaccharide made up of rhamnose, glucuronic acid and xylose monomers^11^. In vitro tests have reported the effectiveness of a single ulvan lyase to disrupt the *U. lactuca* cell wall, showing promise for in vivo trials^20^. Using such an approach could allow the use of the whole biomass of the seaweed, avoiding the cost-increasing extraction and taking advantage of the full composition of the seaweed, including health-promoting iodine and n-3 PUFA, as well as polysaccharides with prebiotic properties.

In addition to the current lack of knowledge about dietary whole *U. lactuca* as a feed ingredient, its effect on metabolism is so far unknown. The advent of high-throughput molecular biology tools, Omics, such as transcriptomics and proteomics, allows having an in-depth look into tissue metabolism under the effect of a certain dietary factor^21,22^. The combined study of these often-large datasets is gaining track in animal science, with few examples so far in the particular case of the pig. For instance, Voillet et al.^23^ and Murgiano et al.^24^ have reported proteomic and transcriptomic results using gel-based proteomics and microarray transcriptomics techniques in the pig. Our team has recently demonstrated the effect of dietary *Chlorella vulgaris* on the muscle transcriptome and proteome of finishing pigs, using such technologies^25^. The objective of this work was to perform a hitherto not performed analysis of the weaned piglet muscle metabolism under the effect of 7% dietary *U. lactuca* (UL) and 0.01% ulvan lyase supplementation (ULU), using state-of-the-art and high-throughput transcriptomics and proteomics data.

## Results

### Growth performance and longissimus lumborum composition

These results have been previously published in companion papers and are briefly mentioned to provide context^19,26^. Diets had no statistically significant effect on the growth performance of piglets. The average final live weights of control, UL and ULU piglets were 14.7, 15.0 and 14.9 kg, respectively. Meat quality parameters such as colour (L*, a* and b*), cooking loss and shear force, were not affected by dietary treatments. In turn, some sensorial attributes (*e.g.* tenderness, juiciness) were improved in ULU compared to either control or UL.

### Transcriptomics analysis

The total number of reads generated by RNA-seq, as well as identified genes, is reported in Supplementary Table S1. 

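Muscle RNA from 6 control piglets, 6 UL piglets and 5 ULU piglets was sequenced as single reads of 75 nt, with 1 library per piglet. The control diet held no seaweed, the UL diet held 7% Ulva lactuca, and the ULU diet held 7% Ulva lactuca with 0.01% ulvan lyase, an enzyme that cuts a cell wall polysaccharide of the seaweed. The authors deposited the number of uniquely placed reads they counted on each of 31908 Ensembl genes, without normalization, and 6210 of those genes had no read in any library. Between 16137365 and 26546810 reads per library were counted on genes, with a median of 17240387 in control, 18398491.5 in UL and 22320520 in ULU. These counts were normalized here with edgeR's TMM factors and expressed as CPM, the counts of a gene divided by the library's scaled total in units of 1e6 reads, and 14203 genes that passed its filter on low counts were tested in 1 model of all 17 libraries. A differentially expressed gene (DEG) had an adjusted p-value under 0.05 and a log2(fold change) of at least 1 in either direction, the thresholds in the paper's methods. A signal of 3 reads, the smallest taken as detectable, corresponded to between 0.133 and 0.194 CPM, depending on the library, and this limit covers counting error only.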

The average number of raw reads obtained per experimental group was 36,750,790, 39,468,426, and 41,358,016 for control, UL and ULU, respectively. After trimming, an average of 35,282,799 (96%), 37,978,048 (96%) and 40,132,353 (97%) reads remained for control, UL and ULU, respectively. These were then mapped on the *Sus scrofa* genome, yielding an average of 32,459,277 (92%), 34,979,791 (92%) and 37,287,649 (93%) reads for control, UL and ULU, respectively. 

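The mapped share of trimmed reads, taken from Supplementary Table S1, was 91.99% ± 0.658 (SD, n = 6) in control, 92.1% ± 0.380 (SD, n = 6) in UL and 92.9% ± 0.0838 (SD, n = 5) in ULU. Every ULU library had a higher mapped share than every control and UL library (two-sided exact permutation test, p = 0.00433 for ULU vs control and p = 0.00433 for ULU vs UL), and UL and control differed by 0.108 percentage points (two-sided exact permutation test, p = 0.766). Counted reads made up 51.3% ± 2.66 (SD, n = 6) of the trimmed reads in control, 49.2% ± 2.85 (SD, n = 6) in UL and 55.1% ± 0.545 (SD, n = 5) in ULU, again without overlap between ULU and either other diet (two-sided exact permutation test, p = 0.0108 for ULU vs control). The paper's text and the sample labels name no sequencing or library batch, so a batch that followed the diets could not be told apart from them.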

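Over the 17 libraries, the 10 genes with the highest mean counts together held 29.2% of all counted reads. Actin alpha 1 (ACTA1, ENSSSCG00000010190, chromosome 14, 60412671 to 60459003 of Sscrofa11.1) came first, with 8.25% of the counts and between 1046505 and 3078381 reads per library. Its mean was 66997 ± 13095 CPM (SD, n = 6) in control, 79665 ± 10962 CPM (SD, n = 6) in UL and 105377 ± 28507 CPM (SD, n = 5) in ULU. Myosin light chain 1 (MYL1, ENSSSCG00000016157) followed with a mean count of 841904, and myosin light chain 11 (MYL11, ENSSSCG00000007799) with 555323. The tenth gene, ND4 (ENSSSCG00000018087), is on the mitochondrial chromosome and had a standard deviation of 74848 reads between libraries. When genes were ranked by CPM, 9 of these 10 genes stayed in the list and COX3 took the place of ND4.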

The most abundant genes, ranked from highest (1,608,943) to lowest (290,438) average counts regardless of group, were: actin alpha 1 (*ACTA1*), myosin light chain 1 (*MYL1*), myosin light chain 11 (*MYL11*), myosin 2 (*MYH2*), a mitochondrial rRNA (ENSSSCG00000018063), creatine kinase, M-type (*CKM*), lactate dehydrogenase A (*LDHA*), tropomyosin 1 (*TPM1*), a long non-coding RNA (ENSSSCG00000048719) and NADH:ubiquinone oxidoreductase core subunit 4 (*ND4*).

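With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, no gene was a DEG in UL vs control, 59 genes were DEGs in ULU vs control and 2 were DEGs in ULU vs UL. The smallest adjusted p-value in UL vs control was 0.0933 from that edgeR test, and 1541 of the 14203 genes had an unadjusted p-value under 0.05. With the adjusted p-value alone and no limit on the fold change, the ULU vs control list grew most, to 423 genes. With DESeq2's Wald test on the libraries of the diets compared, the numbers of DEGs were 11, 71 and 4 in the same order. On counts simulated from these libraries with 200 changed genes, the edgeR test called 92% of the changed genes in UL vs control. Every simulated change was larger than the log2(fold change) limit of 1, and genes with few reads were left unchanged. The 92% therefore does not show how often changes near that limit would be called.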

The differential gene expression analysis revealed 11, 20 and 4 differentially expressed genes (DEGs) in UL vs control, ULU vs control and ULU vs UL (Supplementary Figure S1). The first comparison, UL vs control, was characterized by an overall downregulation and upregulation of 8 and 3 genes, respectively, in relationship to control animals (Fig. 1). The downregulated genes were: Nuclear Receptor Subfamily 4 Group A Member 3 (*NR4A3,* log_2_(fold change) = − 2.48), Activating Transcription Factor 3 (*ATF3,* log_2_(fold change) = − 2.18), ChaC Glutathione Specific Gamma-Glutamylcyclotransferase 1 (*CHAC1,* log_2_(fold change) = − 2.08), DNA Damage Inducible Transcript 4 (*DDIT4,* log_2_(fold change) = − 1.28), LOC110255260 (log_2_(fold change) = − 1.14), Methionine Adenosyltransferase 2A (*MAT2A,* log_2_(fold change) = − 1.08), Interleukin 33 (*IL33,* log_2_(fold change) = − 1.07) and Doublecortin Domain Containing 1 (*DCDC1,* log_2_(fold change) = − 1.00). 

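None of these genes passed the adjusted threshold in UL vs control with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2, the tool named in the paper's methods, called each of them on the libraries of the diets compared. DDIT4 (ENSSSCG00000031888, chromosome 14, 75117707 to 75119903) had 162 ± 74.6 CPM (SD, n = 6) in control and 66.6 ± 16.9 CPM (SD, n = 6) in UL, a log2(fold change) of -1.28 (standard error 0.25, adjusted p = 0.117 from the edgeR test). MAT2A (ENSSSCG00000022300, chromosome 3, 59211157 to 59225261) had 171 ± 47.2 CPM (SD, n = 6) in control and 80.8 ± 16.1 CPM (SD, n = 6) in UL, a log2(fold change) of -1.08 (standard error 0.24, adjusted p = 0.152 from the edgeR test), and all 6 UL piglets lay below all 6 control piglets (two-sided exact permutation test, p = 0.00216). NR4A3 (ENSSSCG00000005385) had a log2(fold change) of -2.46 (standard error 0.55), ATF3 (ENSSSCG00000015595) of -2.17 (standard error 0.54) and CHAC1 (ENSSSCG00000038521) of -2.07 (standard error 0.55). ATF3 ranged from 19.3 to 226 CPM between control piglets and from 7.28 to 62.1 CPM between UL piglets, so the groups overlapped. LOC110255260, IL33 and DCDC1 had log2(fold change) values of -1.14, -1.07 and -0.999, the last just short of the threshold. DCDC1 stands for ENSSSCG00000013326, which was picked by its position and the paper's fold change because the files give it no such name.

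**Figure D1:**
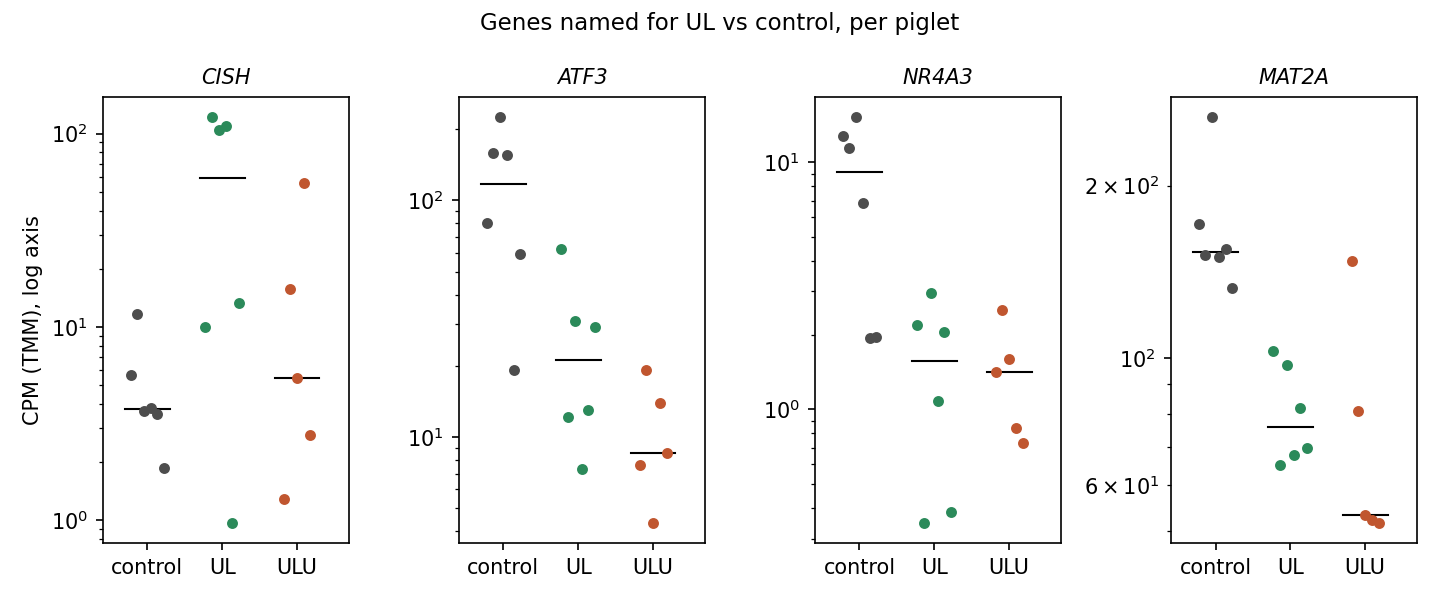
CPM of CISH, ATF3, NR4A3 and MAT2A on a log axis in each control, UL and ULU piglet, with 1 point per piglet and a bar at the median of each diet. MAT2A lies between 65.2 and 103 CPM in UL and between 133 and 264 CPM in control.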

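Of the genes with higher expression in UL, CISH (ENSSSCG00000040581, chromosome 13, 33084873 to 33090615) had 60.0 ± 57.3 CPM (SD, n = 6) in UL and 5.04 ± 3.46 CPM (SD, n = 6) in control, a log2(fold change) of 3.57 (standard error 0.95, adjusted p = 0.171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The UL piglets ranged from 0.974 to 122 CPM and overlapped with the control piglets (two-sided exact permutation test, p = 0.0758). The long non-coding RNA (ENSSSCG00000041001, chromosome 16, 74603214 to 74609835) had 11.6 ± 1.37 CPM (SD, n = 6) in UL and 5.30 ± 1.68 CPM (SD, n = 6) in control without overlap, a log2(fold change) of 1.12 (standard error 0.22). The ribosomal RNA RN5-8S (ENSSSCG00000037563) had between 18 and 238 reads per library and a log2(fold change) of 1.38 (standard error 0.40, adjusted p = 0.201 from the edgeR test). CISH, the long non-coding RNA and RN5-8S were each called by DESeq2 on the libraries of the diets compared.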

The upregulated genes were a long non-coding RNA (LncRNA, log_2_(fold change) = 1.12), ribosomal RNA (*RN5-8S,* log_2_(fold change) = 1.39) and Cytokine Inducible SH2 Containing Protein (*CISH,* log_2_(fold change) = 3.57). The affected biological processes include positive regulation of vascular smooth muscle cell proliferation (GO:1904707), gluconeogenesis (GO:0006094), and intracellular signal transduction (GO:0035556).

**Figure 1:**
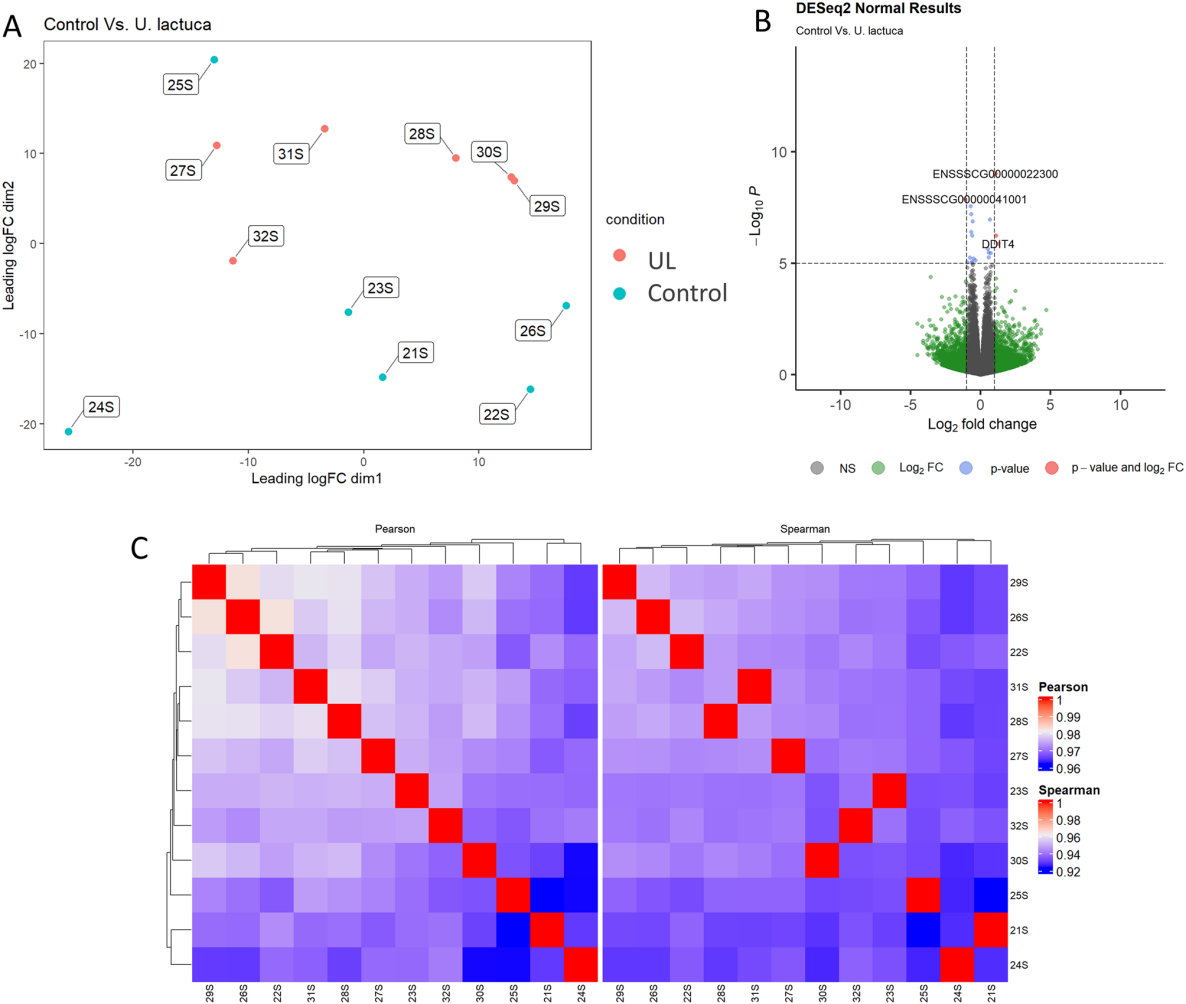
(**A**) Multi-dimensional scaling (MDS) plot showing the relationship between control (wheat, maize and soybean meal-based diet) and UL (7% *Ulva lactuca* replacing control) samples. (**B**) Volcano plot depicting the − log_10_(Pvalue) and log_2_(Fold change), as evidence of differential gene expression. (**C**) Clustering of sample-to-sample correlations using Pearson (left) or Spearman (right) correlations.

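The distances between the 6 control and 6 UL libraries, computed from the log2 CPM of the 500 most variable genes, were split by diet with a PERMANOVA. Diet accounted for 10.2% of the variance (one-sided exact permutation test over 462 splits, p = 0.279). Any split of so few libraries takes up some variance, here and in the other comparisons. Such a share therefore has to be read with its p-value.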

The second comparison, ULU vs control, resulted in the highest number of DEGs, with 10 being up and 10 being downregulated (Fig. 2). 

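Of the 59 DEGs found in ULU vs control with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 19 were higher and 40 were lower in ULU. When each library was left out in turn, the number of DEGs ranged from 30 to 121, and the highest number was reached without control replicate 25. The counted share of reads differed between these diets, and with that share as a covariate, an alternative chosen after the data were seen, 4 genes remained DEGs. Since the share does not overlap between the diets, the covariate would also take out part of an effect of diet. The drop therefore does not tell a technical cause from an effect of diet. ENTPD4 (ENSSSCG00000031871) had 29.8 ± 3.38 CPM (SD, n = 6) in control and 60.7 ± 8.78 CPM (SD, n = 5) in ULU without overlap, a log2(fold change) of 1.01 (standard error 0.12, adjusted p = 0.000417 from the edgeR test). Its log2(fold change) ranged from 0.954 to 1.06 when each library was left out in turn, and it was no longer a DEG in 5 of these 17 fits. PER1 (ENSSSCG00000017983) had 35.3 ± 12.6 CPM (SD, n = 6) in control and 11.0 ± 5.19 CPM (SD, n = 5) in ULU without overlap, a log2(fold change) of -1.70 (standard error 0.28, adjusted p = 0.00502 from the edgeR test).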

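ARNTL (ENSSSCG00000013397, chromosome 2, 45895289 to 46025165) had 6.10 ± 2.38 CPM (SD, n = 6) in control and 19.9 ± 5.69 CPM (SD, n = 5) in ULU, a log2(fold change) of 1.69 (standard error 0.28, adjusted p = 0.00693 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NAV2 (ENSSSCG00000013351, chromosome 2, 39266913 to 40077925) rose from 2.55 ± 0.437 CPM (SD, n = 6) to 8.11 ± 2.38 CPM (SD, n = 5), a log2(fold change) of 1.65 (standard error 0.20). For both genes every ULU piglet lay above every control piglet. LOC110259911 lay between them with a log2(fold change) of 1.65 (standard error 0.38, adjusted p = 0.0265 from the edgeR test), at 0.581 ± 0.279 CPM (SD, n = 6) in control. It was no longer a DEG in 6 of the 17 fits that each left out one library. TNNT1 (ENSSSCG00000025353, chromosome 6, 59347582 to 59365589) had 427 ± 155 CPM (SD, n = 6) in control and 1061 ± 443 CPM (SD, n = 5) in ULU, a log2(fold change) of 1.30 (standard error 0.27, adjusted p = 0.0178 from the edgeR test), and the groups overlapped. In 2 of the 17 fits TNNT1 was no longer a DEG.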

The 3 most upregulated genes in ULU were aryl hydrocarbon receptor nuclear translocator like (*ARNTL,* log_2_(fold change) = 1.70), neuron navigator 2 (*NAV2,* log_2_(fold change) = 1.67) and troponin T1 (*TNNT1,* log_2_(fold change) = 1.30), with biological processes that include positive regulation of transcription from RNA polymerase II promoter (GO:0045944), neurogenesis (GO:0022008) and regulation of muscle contraction (GO:0006937), respectively. In turn, the three most downregulated in ULU were *ATF3* (log_2_(fold change) = − 3.44), *NRAA3* (log_2_(fold change) = − 2.57) and *CHAC1* (log_2_(fold change) = − 2.45), like what occurred in the previous comparison for UL.

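In ULU, ATF3 had 10.7 ± 5.87 CPM (SD, n = 5), a log2(fold change) against control of -3.46 (standard error 0.62, adjusted p = 0.00898 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the highest ULU piglet, at 19.2 CPM, lay just under the lowest control piglet. NR4A3 had 8.36 ± 5.68 CPM (SD, n = 6) in control and 1.42 ± 0.715 CPM (SD, n = 5) in ULU, a log2(fold change) of -2.58 (standard error 0.60, adjusted p = 0.0295 from the edgeR test). CHAC1 had 50.3 ± 44.8 CPM (SD, n = 6) in control and 9.24 ± 6.87 CPM (SD, n = 5) in ULU, a log2(fold change) of -2.46 (standard error 0.60, adjusted p = 0.0337 from the edgeR test). With each library left out in turn, the adjusted p of CHAC1 from the edgeR test reached 0.0837 and that of NR4A3 reached 0.0733. ENSSSCG00000047773, with 0.521 ± 0.417 CPM (SD, n = 6) in control and 0 to 2 reads per library in ULU, fewer than can show it at this depth, was also a DEG (log2(fold change) of -3.23, standard error 0.86, adjusted p = 0.0485 from the edgeR test), and was not called by DESeq2 or in 13 of the 17 fits that left out one replicate.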

**Figure 2:**
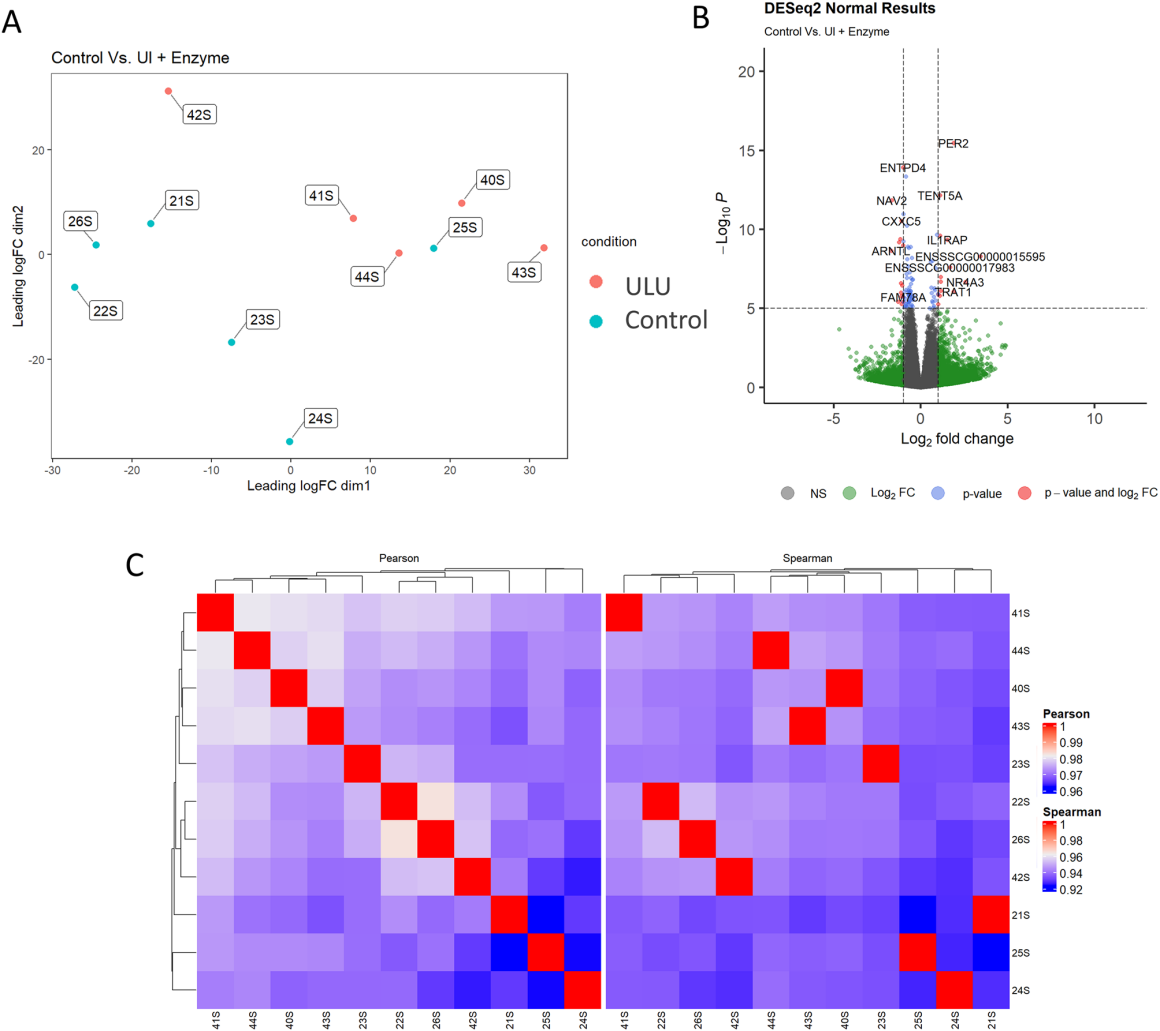
(**A**) Multi-dimensional scaling (MDS) plot showing the relationship between control (wheat, maize and soybean meal-based diet) and ULU (7% *Ulva lactuca* replacing control + 0.01% ulvan lyase) samples. (**B**) Volcano plot depicting the − log_10_(Pvalue) and log_2_(Fold change), as evidence of differential gene expression. (**C**) Clustering of sample-to-sample correlations using Pearson (left) or Spearman (right) correlations.

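Diet accounted for 8.63% of the variance in the distances between the 6 control and 5 ULU libraries (one-sided exact permutation test over 462 splits, p = 0.530). The value was 14.2% (p = 0.0563, exact permutation) over all genes kept by the filter and 13.7% (p = 0.169, exact permutation) with the variance stabilizing transformation.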

Comparing both seaweed groups resulted in the lowest number of DEGs (Fig. 3). 

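In ULU vs UL, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2 genes, both lower in ULU. PER2 had 4.70 ± 1.08 CPM (SD, n = 6) in UL, a log2(fold change) of -1.48 (standard error 0.20, adjusted p = 0.00858 from the edgeR test). ENSSSCG00000047432 (chromosome 2, 6749400 to 6750686), which the files pair with no gene name, had 5.86 ± 1.63 CPM (SD, n = 6) in UL and 2.12 ± 0.403 CPM (SD, n = 5) in ULU, a log2(fold change) of -1.47 (standard error 0.23, adjusted p = 0.0233 from the edgeR test). ENSSSCG00000047432 was no longer a DEG in 4 of the 17 fits that each left out one library. DESeq2 called neither of these 2 genes, on the libraries of the diets compared or on all 17. For PER2 it gave no adjusted p-value in either fit, so the missing call is no result against PER2.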

The two upregulated genes in ULU were smoothelin-like 1 (*SMTNL1,* log_2_(fold change) = 1.03) and retinoid X receptor gamma (*RXRG,* log_2_(fold change) = 1.09), which participate in actin cytoskeleton organization (GO:0030036) and steroid hormone-mediated signalling pathway (GO:0043401), respectively. 

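SMTNL1 (ENSSSCG00000031163, chromosome 2, 13370924 to 13384808) had 57.2 ± 15.4 CPM (SD, n = 6) in UL and 117 ± 51.4 CPM (SD, n = 5) in ULU, a log2(fold change) of 1.02 (standard error 0.29, adjusted p = 0.218 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RXRG (ENSSSCG00000006328, chromosome 4, 85158276 to 85357137) had 34.1 ± 9.55 CPM (SD, n = 6) in UL and 72.3 ± 26.3 CPM (SD, n = 5) in ULU, a log2(fold change) of 1.07 (standard error 0.33, adjusted p = 0.263 from the edgeR test). For both genes the ranges of the 2 diets overlapped. DESeq2 on the libraries of these diets called both.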

The downregulated ones were a heparin-binding-like growth factor (*HBEGF,* log_2_(fold change) = − 1.35) and a mitochondrial RNA (Mt rRNA, log_2_(fold change) = − 1.09), the former participating in the positive regulation of smooth muscle cell proliferation (GO:0048661).

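HBEGF (ENSSSCG00000014362, chromosome 2, 142102456 to 142115344) had 30.9 ± 13.9 CPM (SD, n = 6) in UL and 12.1 ± 4.82 CPM (SD, n = 5) in ULU, a log2(fold change) of -1.36 (standard error 0.38, adjusted p = 0.208 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mitochondrial rRNA, taken to be ENSSSCG00000018061 with the paper's value in view, had 2880 ± 1312 CPM (SD, n = 6) in UL and 1354 ± 408 CPM (SD, n = 5) in ULU without overlap, a log2(fold change) of -1.11 (standard error 0.30, adjusted p = 0.201 from the edgeR test). HBEGF and this rRNA were called by DESeq2 on the libraries of the diets compared.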

**Figure 3:**
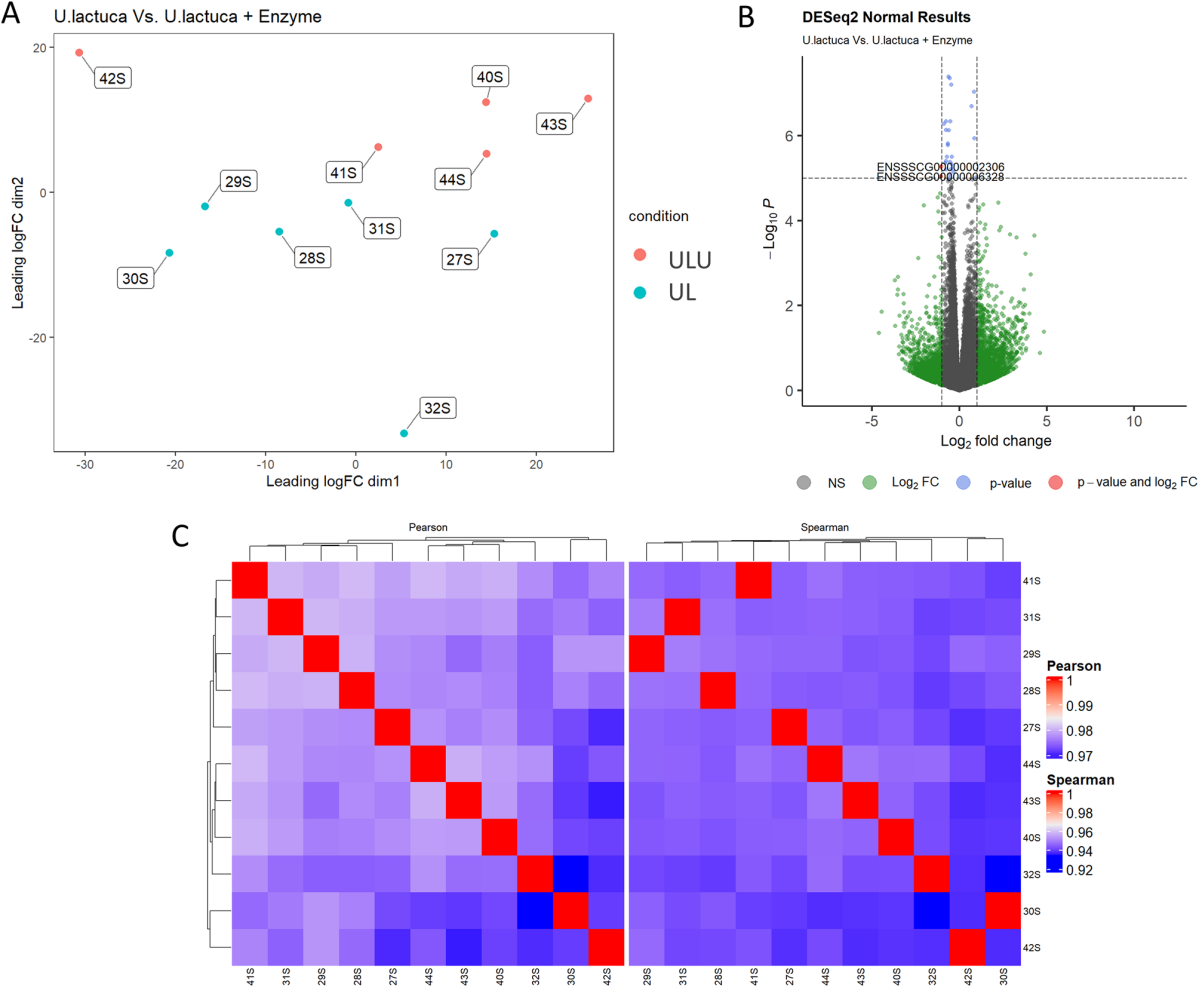
(**A**) Multi-dimensional scaling (MDS) plot showing the relationship between UL (7% *Ulva lactuca* replacing control) and ULU (UL + 0.01% ulvan lyase) samples. (**B**) Volcano plot depicting the − log_10_(Pvalue) and log_2_(Fold change), as evidence of differential gene expression. (**C**) Clustering of sample-to-sample correlations using Pearson (left) or Spearman (right) correlations.

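Diet accounted for 12.2% of the variance in the distances between the 6 UL and 5 ULU libraries (one-sided exact permutation test over 462 splits, p = 0.216).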

### Proteomics analysis

In this study, we identified 1208 proteins in the *longissimus lumborum* muscle of piglets (Supplementary Table S2), with at least 2 identified peptides and at least 1 unique peptide. From the multivariate analysis carried out on the identified proteins, the control group was more heterogeneous than either UL or ULU (Fig. 4A), and there was not a distinct clustering of any experimental group (Fig. 4B). From them, a total of 266 were found to be differentially abundant proteins (DAPs), with *P*-value < 0.05 and fold change < 0.67 or fold change > 1.5. We calculated pairwise comparisons and found that of these, 199, 228 and 167 DAPs were different between UL vs control, ULU vs control and ULU vs UL, respectively (Fig. 4C).

**Figure 4:**
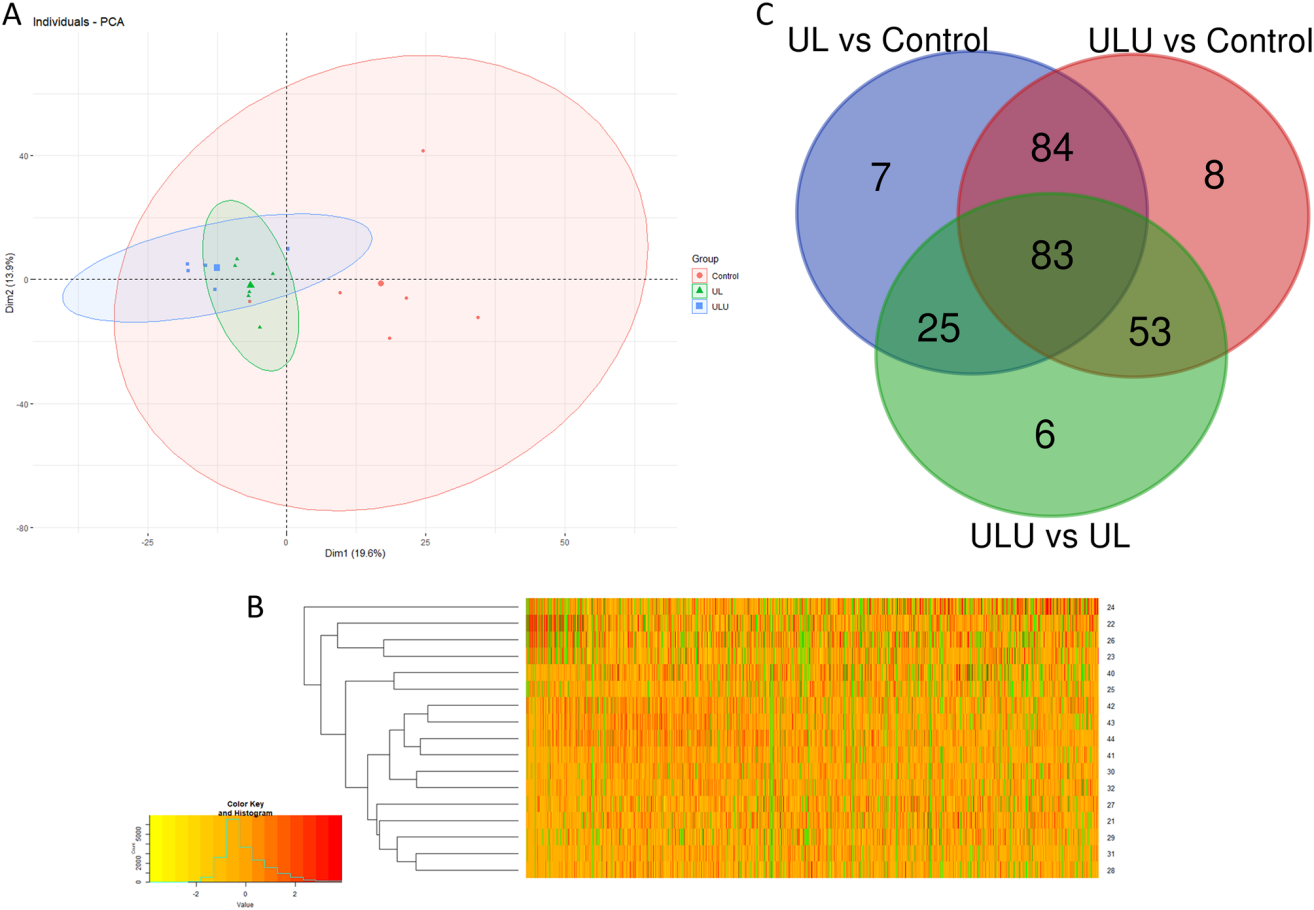
(**A**) Principal component analysis on the *longissimus lumborum* proteome, (**B**) Heatmap of the *longissimus lumborum* proteome (green is NA values), and (**C**) Venn diagram of differentially abundant proteins between three comparisons of piglets fed with control (wheat, maize, soybean meal-based diet), UL (7% *Ulva lactuca* replacing control) and ULU (UL + 0.01% ulvan lyase).

The functional analysis for the DAPs of the UL vs control comparison is presented in Fig. 5A. Significant term *P*-values corrected with Bonferroni are presented after each named term identified in the analysis. The control group was the only one that had DAPs connected to Central carbon metabolism in cancer (*P*-value = 0.0174; NTRK1, PDHA1, PDHB, PFKL) and Lysine degradation (*P*-value = 0.0163; ACAT1, DLST, HADH, PLOD3); whereas the seaweed group increased the abundance of proteins that were related with myofibril assembly (*P*-value = 0.0143; CASQ1, NEB, TPM1, WDR1). The remaining pathways were all detected with a predominance of control proteins, such as the Citrate cycle (TCA cycle) (*P*-value < 0.0001; ACLY, DLST, PDHA1, PDHB), except Dilater cardiomyopathy (DCM) (*P*-value = 0.0006; ACTB, ADCY8, LOC396781, TPM1).

**Figure 5:**
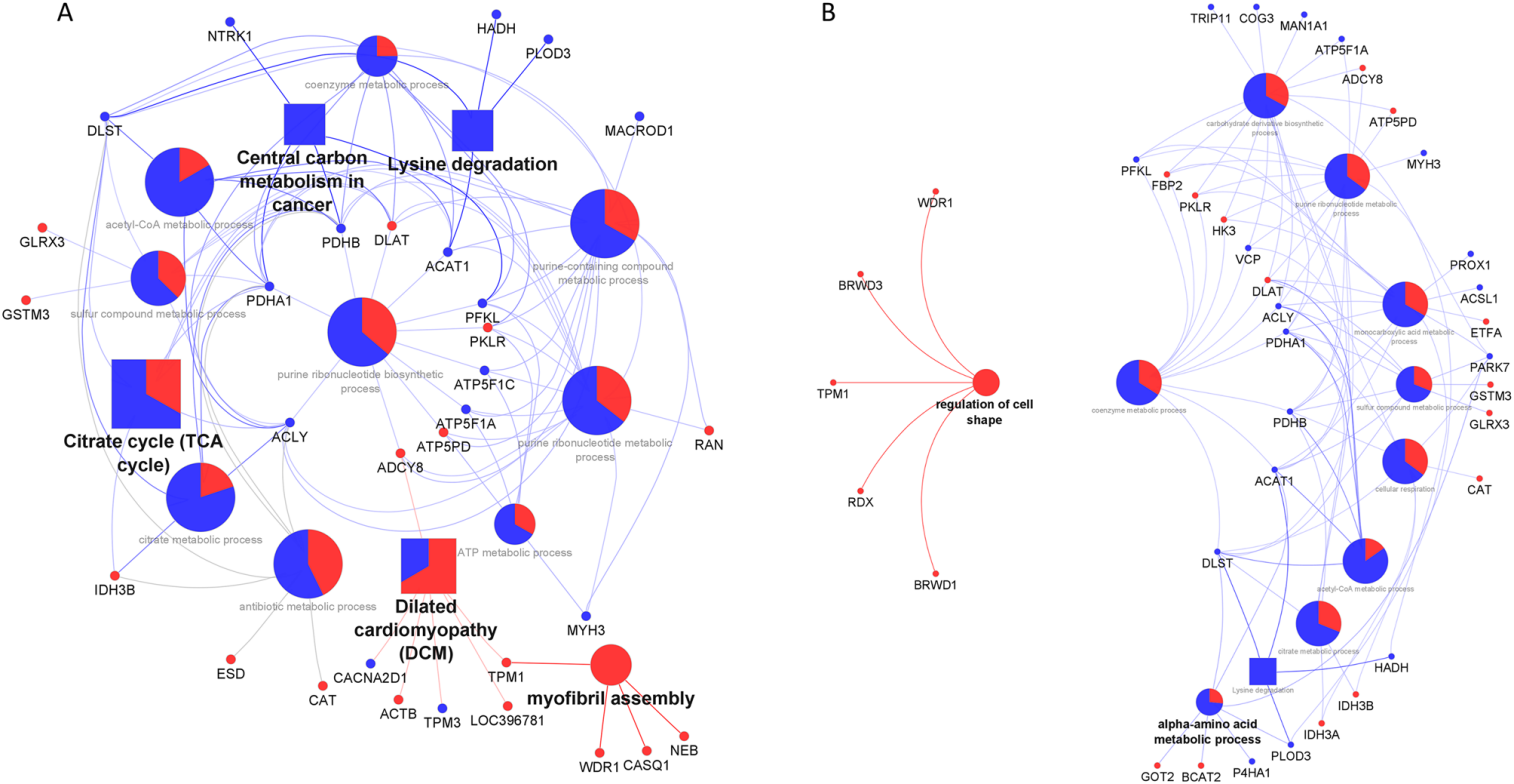
Functional analysis output obtained by the ClueGO tool in Cystoscape, for the proteomic comparisons of UL vs Control (**A**) and ULU vs Control (**B**). Red-UL and ULU (in **A** and **B**, respectively); Blue—Control. Circles—Biological Process; Squares—KEGG pathways. The fill colour percentage is according to the number of proteins connected to the pathway from each group.

The functional analysis for the DAPs for the ULU vs control comparison is shown in Fig. 5B. Similarly to the last comparison, the control group had most of the identified proteins linked to most of the pathway terms, except regulation of cell shape (*P*-value = 0.0471; BRWD1, BRWD3, RDX, TPM1, WDR1) which was found only about the ULU proteins. Conversely, lysine degradation only corresponded to control DAPs (*P* = 0.0412; ACAT1, DLST, HADH, PLOD3). One particular pathway, coenzyme metabolic process (*P*-value = 0.0003), revealed a connection with several ULU and control DAPs that are in turn related to pathways such as carbohydrate derivative biosynthetic process (*P*-value < 0.0001) and alpha-amino acid metabolic process (*P*-value = 0.0150).

The functional analysis for the DAPs for the ULU vs UL comparison is presented in Fig. 6. This comparison yielded the lowest number of DAPs and also the least complex protein interaction network. In this comparison, ULU piglets had an exclusively higher abundance of proteins related to the citrate cycle (TCA cycle) pathway term (*P*-value = 0.0048; DLAT, IDH3A, IDH3B), which was connected with nucleotide catabolic process (*P*-value = 0.0001) through glycolysis/gluconeogenesis (*P*-value = 0.0036) term.

**Figure 6:**
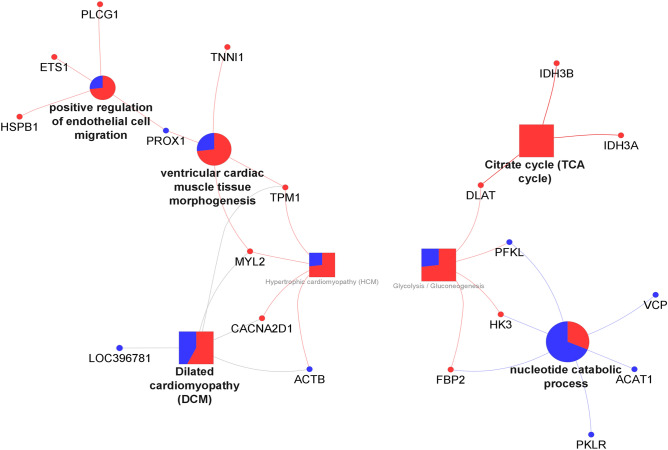
Functional analysis output obtained by the ClueGO tool in Cystoscape, for the proteomic comparison of ULU vs UL. Red—ULU; Blue—Control. Circles—Biological Process; Squares—KEGG pathways. The fill colour percentage is according to the number of proteins connected to the pathway from each group.

### Data integration

The differentially abundant proteins and differentially abundant genes identified in the *longissimus lumborum* muscle of the piglets were used as input for integration using the DIABLO method of the *mixOmics* package in the RStudio environment. Both the correlation circle plot (A) and the circos plot (B) obtained are presented in Fig. 7. 

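The clock gene PER2 (ENSSSCG00000016338, chromosome 15, 137793419 to 137837236) had 6.24 ± 1.44 CPM (SD, n = 6) in control and 1.70 ± 0.129 CPM (SD, n = 5) in ULU, a log2(fold change) of -1.89 (standard error 0.20, adjusted p = 0.000229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between 28 and 167 reads per library were counted on it. With each library left out in turn, its log2(fold change) stayed between -1.99 and -1.82.

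**Figure D2:**
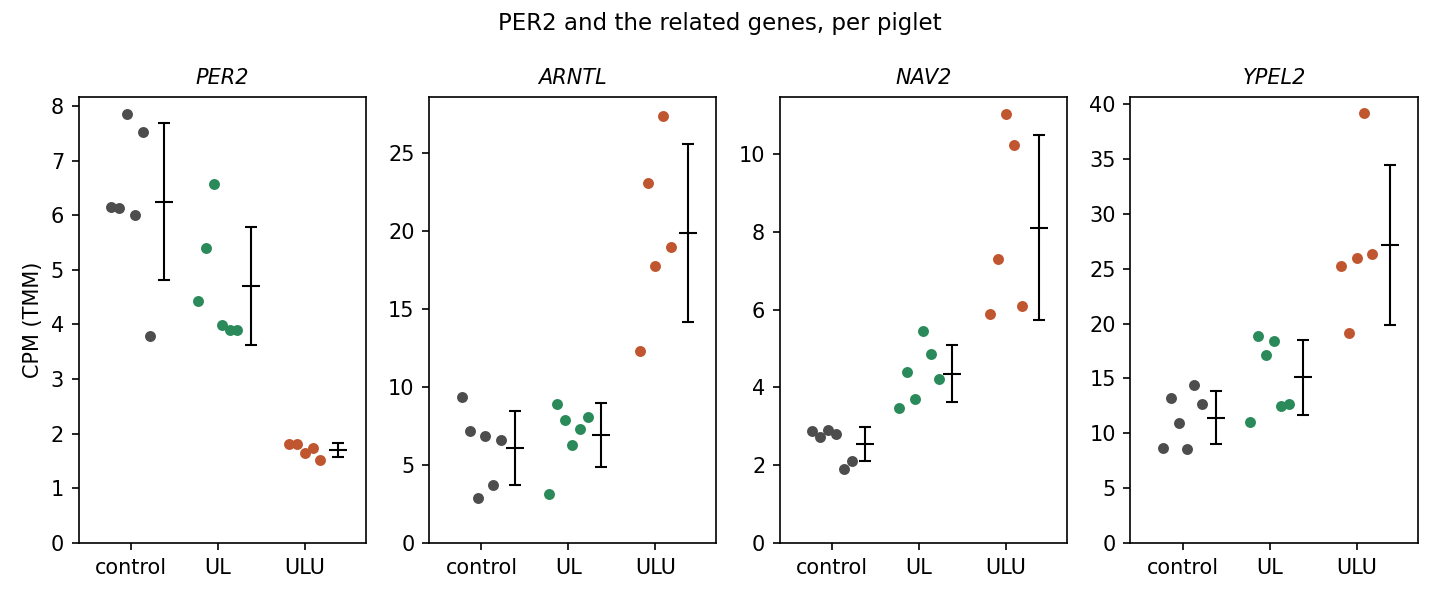
CPM of PER2, ARNTL, NAV2 and YPEL2 in each control, UL and ULU piglet, with 1 point per piglet and the mean with its SD beside the points of each diet. The 5 ULU piglets lie between 1.51 and 1.82 CPM for PER2, below all other piglets.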

One gene, *PER2*, which was downregulated in ULU vs control, was negatively correlated with several proteins: A0A4X1UT32_PIG (aspartate aminotransferase, GOT2), A0A1S7J1Y9_PIG (Alpha2 chain of type I collagen, COL1A2), A0A287BNX0_PIG (Interferon regulatory factor 8, IRF8), A0A4X1VFR3_PIG (Diacylglycerol kinase, DGKH) and A0A287BTN6_PIG (Low-density lipoprotein receptor-related protein, LRP5). These proteins were all highly abundant in ULU vs control. The three genes *NAV2*, *YPEL2*, and *ARNTL* were all positively related to these proteins. They were found to be highly expressed in ULU vs control.

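YPEL2 (ENSSSCG00000035400, chromosome 12, 35573495 to 35644200) had 11.4 ± 2.42 CPM (SD, n = 6) in control and 27.2 ± 7.33 CPM (SD, n = 5) in ULU, a log2(fold change) of 1.24 (standard error 0.19, adjusted p = 0.00334 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Since PER2 in the ULU libraries formed a cluster apart from the other libraries, the relation of PER2 to the 3 genes was taken from the deviations of log2 CPM from the diet means over 17 libraries. The paper relates these genes to proteins over all diets. The deviations leave out the difference between diets, so they do not test that relation. Pearson's r with PER2 was -0.213 for ARNTL (permutation test, p = 0.410), -0.0564 for NAV2 (permutation test, p = 0.833) and 0.153 for YPEL2 (permutation test, p = 0.564), and the adjusted p over these 3 relations was 0.833 for each (permutation test, Benjamini-Hochberg adjustment). Spearman's rho was -0.00490 for ARNTL (permutation test, p = 0.988), -0.105 for NAV2 (permutation test, p = 0.687) and 0.235 for YPEL2 (permutation test, p = 0.361). Without the 2 libraries farthest from the median, r was -0.329, -0.178 and 0.266 in the same order.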

**Figure 7:**
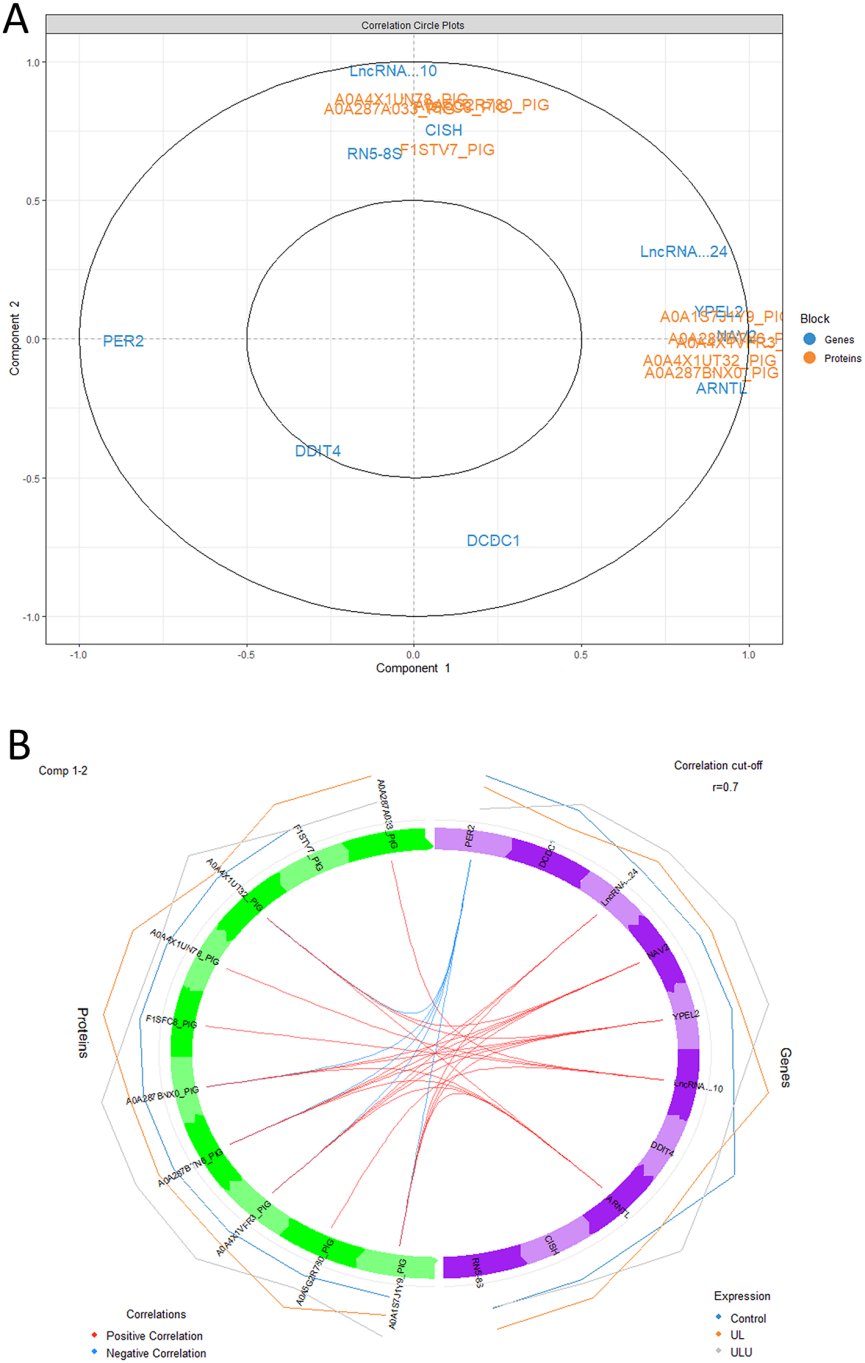
Correlation circle plot (**A**) and circos plot (**B**) for the differentially abundant proteins and differentially expressed genes found in the *longissimus lumborum* muscle of piglets fed with control (maize, wheat and soybean meal–based diet), UL (7% *Ulva lactuca* replacing control) and ULU (UL + 0.01% ulvan lyase).

## Discussion

In this study, we conducted an integrated transcriptomics and proteomics analysis to investigate the effects of feeding *U. lactuca* and ulvan lyase supplementation on the muscle metabolism of weaned piglets. Our findings provide valuable insights into the molecular mechanisms underlying the utilization of seaweed as a feed ingredient and the potential impact of enzyme supplementation. To our knowledge, this is the first study with this purpose, other than the similar work we recently published for finishing pigs fed with *Chlorella vulgaris*^25^. In this case, samples were originated from piglets housed individually in metabolic cages in the framework of a digestibility assessment trial.

Comparing UL with control, it is evident that the latter group upregulated genes involved in similar, yet contradicting functions: lipolysis and fatty acid oxidation—*NR4A3*^27^, adipocyte differentiation—*MAT2A*^28^, muscle cell differentiation—*ATF3*^29^ and cell death—*DDIT4*^30^. This could reflect the theoretically increased digestive availability of nutrients of this diet, compared to the *U. lactuca* diet. Indeed, this is similar to what has been reported by Skugor et al.^27^, who identified a mobilization of endogenous nutrients in pigs fed with rapeseed meal (vs soybean meal) due to higher dietary fibre contents. In our study, control pigs demonstrate a putative increase in, for instance, protein turnover. This is similar to what we have found in our recent study on the use of *Chlorella vulgaris* to feed finishing pigs^25^, where microalgae-fed pigs increased the utilization of endogenous nutrients when compared to controls. This could be corroborated by our proteomics functional analysis, where we found, for instance, a higher abundance of HADH, PLOD3 and ACAT1 (lysine degradation) and PFKL, NTRK1, PDHB and PDHA1 (central carbon metabolism in cancer) in control piglets compared to UL. Both HADH and ACAT1 have been reported to be highly abundant in the *longissimus dorsi* of Chinese breed pigs (higher lipid deposition and lower muscle deposition when compared to western breeds), using an iTRAQ-based approach^31^. Accordingly, Serão et al.^32^ reported a positive correlation between PDHB (a pyruvate dehydrogenase) gene expression and intramuscular fat. Therefore, in addition to reflecting the higher nutrient availability inherent to the control diet, it is also apparent that lipid synthesis is higher in these pigs. This could furthermore be related to the fatty acid profile of the UL diet. Seaweeds are generally known to have a beneficial n-3 PUFA content^6^. In our study, we found that 18:4n-3 (stearidonic acid) was virtually absent in the control diet, as shown in our companion paper^19^. Corominas et al.^33^ have reported that tissue PUFA has an inverse relationship with lipogenic gene expression, like *SCD*, which could help explain the differences we found. However, lower muscle lipogenic gene expression has been reported to occur due to lower availability of glucose uptake in microalgae diets^25^, which might have happened in the current study. Lastly, the piglets fed with the UL diet upregulated the expression of *CISH*, which has been related to the high growth rate of Pietrain pigs^34^. Coherently, these same piglets had an increased abundance of contractile apparatus proteins, such as TPM1, WDR1, CASQ1 and NEB (myofibril assembly), as shown in our functional analysis. At first glance, this result could point to higher muscle development, i.e. growth rates, in UL piglets. However, control piglets comparatively increased the abundance of similar proteins, such as TPM3. Indeed, these piglets had no differences regarding their growth performance, which were minimized due to the allocation of piglets in a highly controlled environment, *e.g.* metabolic cages. Therefore, these particular differences likely lack biological implications.

Ulvan lyase supplementation increased the number of DEG’s compared to UL. Control piglets had an increased expression of *ATF3* and *NR4A3*, pointing to increased muscle cell differentiation and fatty acid oxidation, respectively. The scenario of seemingly contradictory gene functions repeats similarly to what was previously mentioned for the UL vs control comparison. In this comparison, control piglets upregulated *SESN2* and *ANPEP*, which participate in stress response and inhibit mTOR-mediated cell growth^35^, and have proteolytic activity^36^, respectively. 

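SESN2 (ENSSSCG00000029438, chromosome 6, 85324228 to 85348044) had 23.2 ± 20.2 CPM (SD, n = 6) in control and 5.10 ± 2.48 CPM (SD, n = 5) in ULU, a log2(fold change) of -2.20 (standard error 0.84, adjusted p = 0.156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ANPEP (ENSSSCG00000001849, chromosome 7, 55351083 to 55373881) had 3.40 ± 2.89 CPM (SD, n = 6) in control and 0.861 ± 0.311 CPM (SD, n = 5) in ULU, a log2(fold change) of -1.99 (standard error 0.55, adjusted p = 0.0550 from the edgeR test). Both genes overlapped between the diets, and both were called by DESeq2 on the libraries of the diets compared.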

In turn, they upregulated a key gene in circadian rhythm regulation of energy homeostasis and lipid metabolism^37^, *PER2*, as well as *ANKRD1*, involved in muscle tissue development^38^ and *ARG2*, which has been suggested to be an adequate biomarker for feed efficiency^39^. 

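ANKRD1 (ENSSSCG00000010461, chromosome 14, 102603777 to 102612839) had 444 ± 390 CPM (SD, n = 6) in control and 112 ± 105 CPM (SD, n = 5) in ULU, a log2(fold change) of -2.01 (standard error 0.62, adjusted p = 0.0808 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ARG2 (ENSSSCG00000002294, chromosome 7, 91343987 to 91385911) had 67.9 ± 39.9 CPM (SD, n = 6) in control and 19.8 ± 13.0 CPM (SD, n = 5) in ULU, a log2(fold change) of -1.79 (standard error 0.53, adjusted p = 0.0712 from the edgeR test). With each library left out in turn, the log2(fold change) ranged from -2.75 to -1.39 for ANKRD1 and from -2.21 to -1.41 for ARG2. DESeq2 on the libraries of the diets compared called ANKRD1 and ARG2.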

Their counterparts increased the abundance of *TNNT1*, which codes for a contractile apparatus protein that has been related to muscle growth^40^. Therefore, these differences do not seem to reflect different growth rates, but possibly differential nutrient availability. Indeed, control piglets have a theoretically higher nutrient availability, which is seemingly reflected in this differential gene expression, but also on the proteome level. They increased the abundance of pyruvate dehydrogenase proteins (PDHB, PDHA1), which points towards a higher utilization of glucose for pyruvate synthesis, and its oxidation for energy production. Furthermore, ULU piglets increased the expression of *AQP7*, which codes for an aquaporin with roles carrying out the inflow/outflow of water through the cell membrane, that has been reported to be upregulated by cardiac myoblast cells in response to hyperosmotic stress in vitro^41^. 

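AQP7 (ENSSSCG00000010992, chromosome 10, 33099169 to 33116155) had 1.49 ± 0.586 CPM (SD, n = 6) in control, 1.43 ± 0.802 CPM (SD, n = 6) in UL and 3.27 ± 0.599 CPM (SD, n = 5) in ULU, from between 9 and 81 reads per library. Its log2(fold change) in ULU vs control was 1.12 (standard error 0.35, adjusted p = 0.0813 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AQP7 was called by DESeq2 on the libraries of the diets compared.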

By promoting the breakdown of the cell wall during digestion, ulvan lyase supplementation could increase the availability of minerals/electrolytes, possibly leading to a disruption of osmotic homeostasis. However, in a recent study by our research team, we found that feeding piglets with a different seaweed, *Laminaria digitata*, maintained the circulating levels of electrolytes within reference values for swine^42^. The same happened when feeding piglets with *U. lactuca*^19^. Therefore, the exact reason for the apparent disruption of muscle osmotic homeostasis is unclear in the current study. In turn, ULU piglets increased the abundance of proteasome-related proteins (PSMD2, BRWD1) as well as amino acid metabolism proteins (GOT2, BCAT2) and energy production proteins (ATP5PD, FBP2, IDH3B). Altogether, this seems to suggest that ULU piglets are breaking down endogenous protein, using the resulting amino acids as an energy source to meet their requirements. A similar mechanism has been reported in the muscle of piglets fed with restricted dietary contents of sulphur amino acids, where restricted piglets increased pyruvate oxidation along with oxidative stress response proteins, as well as heat shock proteins, including HSPB1^43^. Yu et al.^44^ have reported that pigs fed with low starch and high NDF and ether extract diets suppress mTOR signalling protein synthesis and increase the ubiquitin–proteasome pathway in the skeletal muscle. In the current study, a dietary factor seems to be causing increased protein degradation in ULU piglets, through proteasome activity. Interestingly, this group also increased the abundance of a protein—E3 ubiquitin-protein ligase (CBL)—which marks proteins for degradation via ubiquitination^45^Following this, the proteasome degrades these proteins, generating oligopeptides suitable for hydrolysis, thus contributing to amino acid recycling^46^. These become seemingly available for the action of GOT2 and BCAT2, which convert aspartate and branch-chain amino acids into oxaloacetate^47^ and branch-chain keto acids^48^, respectively. These can then be used in the TCA cycle further downstream, where proteins such as IDH3B participate. This is rather interesting given that Conde-Aguilera et al.^43^ have reported that a lack of amino acid balance leads to fattier carcasses and IDH3B has furthermore been related to fat-accumulation in pigs^49^. The disruption of muscle metabolism homeostasis is additionally supported by the higher abundance of oxidative metabolism proteins (CAT, GSTM3, GLRX3) and heat shock proteins (HSP90, HSPB1 and HSPA1A) in ULU muscle. As mentioned, these piglets increased the expression of *AQP7*, likely in response to osmotic stress. Furthermore, piglets fed with seaweeds are also being fed with more iodine and bromine, which can accumulate in the muscle^6^ and have the potential to disrupt nutrient metabolism, as well as increase oxidative stress^50^. Therefore, the precise cause for these changes is most likely multi-factorial.

The last comparison, ULU vs UL, returned the lowest number of either DEG’s or DAP’s. Piglets fed with *U. lactuca* without enzymatic supplementation upregulated *HBEGF*, which codes for heparin-binding epidermal growth factor, reported to increase protein synthesis rates in bovine cells^51^. Conversely, ulvan lyase supplementation upregulated the expression of *SMTNL1* and *RXRG*, which respectively participate in muscle contraction^52^ and has been found to be upregulated in the adipose tissue of Iberian pigs fed with high contents of oleic acid^53^. *RXRG* has been reported to be activated by long-chain fatty acids, thereby increasing the transcription of PPAR (proliferator-activated receptors), which signals fatty acid oxidation^54^. This could suggest higher fatty acid oxidation in the muscle of piglets supplemented with ulvan lyase. Nonetheless, we did find an increased abundance of glutathione S-transferase (GST3) and catalase (CAT) in the muscle proteome of ULU compared to UL. Interestingly, higher expression of PPARs has been related to increased catalase expression and/or activity^55,56^, demonstrating that *RXRG* might have a regulatory role in oxidative stress response. Like in previously mentioned instances, the precise reason for this seemingly increased oxidative stress caused by seaweed, is not clear. However, given the fact that ulvan lyase degrades the cell wall of the seaweed during digestion, it is possibly related to the higher availability of intracellular micronutrients for digestion/absorption, like the already mentioned iodine. The fact that ULU piglets increased the abundance of heat shock proteins (HSPB1 and HSPA1A) compared to UL, indicating disrupted homeostasis, further supports such a possibility.

To find associations between transcriptomics and proteomics, we have carried out data integration of both differentially abundant/expressed datasets to find the top 10 most relevant features, similar to previously reported approaches^25,57^. We found that a group of five proteins (GOT2, COL1A2, IRF8, DGKH and LRP5) were negatively related to *PER2* and positively related to *NAV2*, *YPEL2* and *ARNTL* genes. Interestingly, Cardoso et al.^58^ have reported an opposite relation between *PER2* and *ARNTL* (two genes related to the circadian rhythm) expression in the muscle of pigs slaughtered at different time points after being fed, and found this differential expression to be related to different availability of nutrients. The negative feedback between these two genes was later confirmed in a separate study by the same team^59^, where *ARNTL* and *PER2* were down and upregulated, respectively, by sows with lower nutrient availability. In the current analysis, the two genes were found to have relations with proteins involved in nutrient metabolism. The GOT2 gene, which participates in amino acid metabolism, has been reported to be downregulated in the hypothalamus of pigs fed three different meals per day, compared to pigs fed *ad libitum*^60^. In turn, diacylglycerol kinase (DGKH) has been related to cattle growth, due to its role in the cell growth promoting Ras/Raf/MEK/ERK signalling pathway^61^. Accordingly, LRP5 has been reported to promote cell proliferation^62^. Lastly, COL1A2, as well as other collagen proteins that make up the extracellular matrix, is highly expressed in the muscle of pigs that accumulate high contents of intramuscular fat^63^. These abundance differences suggest that ULU piglets have higher nutrient availability in the muscle, leading to a higher abundance of proteins involved in nutrient metabolism and/or cell growth, which is counterintuitive since control should have increased nutrient availability. It is also important to take into consideration that correlation does not necessarily mean causation. Nevertheless, this analysis demonstrates the effect of these diets on circadian metabolism and nutrient utilization in the muscle.

Overall, and as summarized in Fig. 8, the reported effects of seaweed dietary inclusion seemingly stem from different nutrient availability. Such lower nutrient availability seems to have caused a degradation of endogenous protein to use amino acids as a source for energy production, as indicated by the higher abundance of PSM2, a proteasomal protein, along with amino acid metabolism proteins (*e.g.* BCAT). This, combined with the muscle accumulation of iodine, bromine, and higher availability of minerals obtained through the seaweed diets, possibly contributed to increased oxidative stress, given the higher abundance of antioxidative proteins such as catalase (CAT), to maintain tissue homeostasis. This osmotic stress is supported by the higher expression of *AQP7*, compared to control. Because oxidative stress damages cellular proteins, the piglets increase the abundance of heat shock proteins (*e.g.* HSP90), whose functions include re-folding damaged proteins. It is noteworthy to point out that some of these proteins were also found to be highly abundant in the UL vs control comparison. However, the higher number of proteins belonging to commonly affected pathways (proteins such as CBL, BCAT2, FBP2, were not identified in UL vs control) and the overall higher number of DAPs and DEGs seems to point towards an added effect of the enzyme. 

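Of the DEGs in ULU vs control, 58 of 59 had the same direction in UL vs control, against 71.8% of all tested genes. The 2 comparisons share the control libraries, and the genes were chosen for their difference between control and ULU, so that a lean of UL toward ULU is partly fixed by that choice. The paper proposes an added effect of ulvan lyase on top of that of the seaweed. It bases this on more proteins in the pathways affected in both comparisons, and on higher numbers of DEGs and of differentially abundant proteins with the enzyme.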

Enzymatic supplementation seems, therefore, to have worsened the baseline effect of feeding the seaweed alone, as a result of degrading the cell wall of *U. lactuca*. This is similar to what our research team has previously reported for Spirulina, where cell wall-targeted enzymatic supplementation reduced crude protein digestibility due to increased digesta viscosity^64^. However, this interpretation is context-dependent and requires further studies to confirm the generated hypothesis.

**Figure 8:**
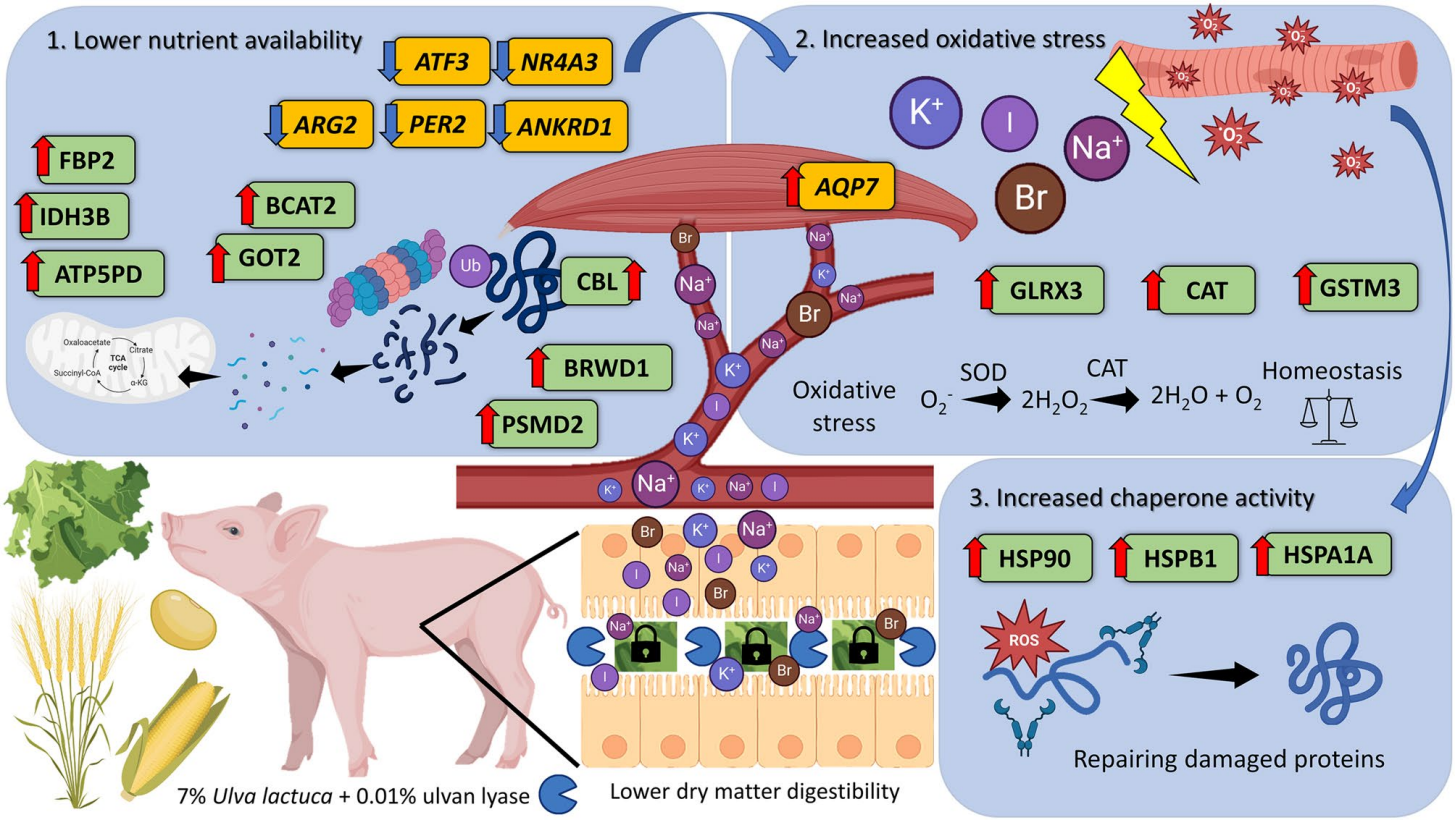
Summary of the interpretation of the differentially abundant genes and proteins of ULU compared with control, depicting the interrelationship between reduced nutrient availability, endogenous nutrient mobilization, and the consequent increase of oxidative stress and chaperone activity. Red and blue arrows indicate up and down-regulation of genes (yellow) and proteins (green) in ULU compared to control. SOD—superoxide dismutase; CAT—catalase; IDH3B—Isocitrate dehydrogenase [NAD] subunit; ATP5PD—ATP synthase subunit d; GOT2—Aspartate aminotransferase; BRWD1—Proteasome assembly chaperone 1; GLRX3—Glutaredoxin 3; GSTM3—Glutathione S-transferase; HSP90—Heat shock protein HSP 90-beta; HSPB1—heat shock 27 kDa protein; HSPA1A—heat shock 70 kDa protein 1A; FBP2—Fructose-bisphosphatase; BCAT2—Branched-chain-amino-acid aminotransferase; CBL—E3 ubiquitin-protein ligase CBL; PSMD2—26S proteasome non-ATPase regulatory subunit 2; *ATF3*—activating transcription factor 3; *NR4A3*—nuclear receptor subfamily 4 group A member 3; *ARG2*—arginase 2; *PER2*—period circadian regulator 2; *ANKRD1*—ankyrin repeat domain 1; *AQP7*—aquaporin 7. Figure created using BioRender.com.

## Conclusions and future perspectives

We found that feeding piglets with *U. lactuca* and ulvan lyase supplementation may have reduced macronutrient availability, leading to protein degradation through the proteasome pathway and utilization of amino acids as an energy source. The accumulation of elements, such as iodine and bromine, may have increased oxidative stress in muscle tissue. To counterbalance this stress, anti-oxidative stress proteins, including catalase, were upregulated. The upregulation of the AQP7 gene, associated with osmotic stress response, supported tissue homeostasis maintenance. Chaperone activity, exemplified by HSP90, played a crucial role in protein repair. Overall, our results indicate that ulvan lyase supplementation may exacerbate the effects of *U. lactuca* feeding, possibly due to cell wall degradation during digestion.

Further research is needed to validate these findings in industry-like conditions and explore other omics approaches, such as metabolomics. Examining additional tissues and profiling the accumulation of heavy metals in piglet tissues would provide insights into their contribution to oxidative stress and metabolic changes.

## Materials and methods

### Animal ethics statement

All experimental procedures were approved by the School of Agriculture (ISA) Ethics Commission, as well as national authorities (Direção Geral de Alimentação e Veterinária), under process number 0421/000/000/2020, in compliance with European Union legislation (2010/63/EU Directive) and ARRIVE guidelines 2.0 (https://arriveguidelines.org/arrive-guidelines).

### Live animal trial

The live animal trial took place at the experimental facilities of the Animal Production Department of the School of Agriculture (Instituto Superior de Agronomia) of the University of Lisbon, Portugal. The experimental conditions have already been described elsewhere and are briefly mentioned here for contextual purposes, including the chemical composition of the diets^19^. Briefly, thirty male piglets (Large White × Duroc, aged 28 days) were randomly distributed into three experimental diets (n = 10): control (standard wheat, maize, soybean meal diet), UL (7% *Ulva lactuca* replacing the control diet) and ULU (UL + 0.01% ulvan lyase). They were individually housed in metabolic cages with free access to water, in the framework of a metabolic trial. After 5 days of adaptation, the trial lasted two weeks, during which piglets were daily fed on a pair-feeding basis and weighed at the beginning and end of each week. At the end of the trial, all piglets were slaughtered and the *longissimus lumborum* was sampled, split into aliquots and frozen at − 80 °C until proteomics analysis. For transcriptomics analysis, muscle tissue samples were rinsed in DNA/RNA Shield® reagent (Zymo Research, Irvine, CA, USA) and stored at − 20 °C until RNA extraction.

### Transcriptomics

The transcriptomics analysis has been described previously. For a more detailed description, please refer to our earlier work^25^. Briefly, RNA was isolated from muscle samples of 6 randomly chosen piglets from control, UL and ULU groups. Muscle RNA was extracted and purified using TRIzol (Invitrogen, Carlsbad, CA, USA) and RNeasy mini kit (Qiagen, Hilden, Germany), respectively. Sample DNA was then digested with a treatment of DNAse I (Qiagen, Hilden, Germany), following the manufacturer’s instructions. RNA quantification was done using a spectrophotometer (Nanodrop ND-2000c, NanoDrop, Thermo Fisher Scientific, Willmington, DE, USA). Quality control was carried out on a Fragment Analyser (Agilent Technologies, Santa Clara, CA, USA), using a High Sensitivity RNA Analysis Kit (Agilent Technologies, Santa Clara, CA, USA). cDNA was obtained from 1 µg of RNA samples, using the cDNA Library Construction Kit (Clontech, San Jose, CA, USA), according to the manufacturer’s instructions. RNA libraries were then prepared using adapted protocols^65,66^. Libraries were sequenced on an Illumina NextSeq500 Sequencer (Illumina, San Diego, CA, USA) using a 75 SE high throughput kit. Raw data was analysed using the FastQC tool (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed 30/03/2023), *fastp* tool^67^ and *hisat2* tool (http://daehwankimlab.github.io/hisat2/, accessed 30/03/2023), using the *Sus scrofa* genome as a reference for read alignment. Gene expression values were quantified using the FeatureCounts program implemented in Subread software (version 1.5.1)^68^. Three comparisons were computed (UL vs control, ULU vs control, and ULU vs UL) using *DESeq2* (version 1.34.0) with an adjusted *P*-value of 0.05 and log_2_(fold change) threshold of − 1 and 1.

### Proteomics

The label-free proteomics experiment was performed by adapting a previously published protocol^69^. For each sample, freeze-dried tissue was homogenized in liquid nitrogen. The homogenate was suspended in trichloroacetic acid—TCA (10%) in cold acetone with 0.1% dithiothreitol—DTT. Each tube was sonicated (Bioruptor plus, Diagenode, Belgium) for 10 cycles (30 s on/off), followed by a 3 h incubation at − 20 °C. Samples were then centrifuged at 15,000 g for 10 min at 4 °C, and the supernatant was discarded. The pellet was washed twice with cold acetone, followed by centrifugation of 3 min at 15,000 g at 4 °C, discarding the supernatant. The pellet was then dried at room temperature (RT) and was resuspended in lysis buffer (urea 7M, thiourea 2M, CHAPS 0.5%), using agitation (1 h, 1000 rpm at RT). Protein quantification was carried out using the RC DC™ (reducing agent and detergent compatible) Protein Assay kit II following the manufacturer’s instructions (Bio-Rad, Hercules, California, USA). Then, 20 µg of total proteins were run on short migration using Criterion XT precast 1D gel 12% Bis–Tris (Bio-Rad, Hercules, California, USA). Two groups of bands of high and low molecular weight were divided and placed in well-plates, where each group was reduced (ammonium bicarbonate NH_4_HCO_3_ 100 mM, DTT 10 mM), alkylated (NH_4_HCO_3_ 100 mM, iodoacetamide—IAA 55 mM) and unstained (NH_4_HCO_3_ 50 mM, 50% methanol—MeOH). Digestion was carried out using trypsin (5 ng/µL, MS grade), incubated overnight at 37 °C. Peptides were extracted acetonitrile—ACN 50%/trifluoroacetic acid—TFA 0.1%, then dried and stored at − 20 °C until LC–MS analysis. For sample injection, the peptides were solubilised with 40 µL of loading buffer (ACN 2%, TFA 0.05%, H_2_O LC–MS).

Peptides were separated using a NanoLC 425 Eksigent System coupled to a TripleTOF 6600 MS system (Sciex, Foster City, CA, USA). Briefly, samples were desalted in a trap column (C18 acclaim™ PepMap™, 5 μm, 5 mm × 300 μm, Thermo Scientific, Bremen, Germany) for 5 min at a flow rate of 2 μL/min using a loading buffer (2% v/v acetonitrile, 0.05% (v/v) trifluoroacetic acid). Then, peptides were separated onto a C18 reverse phase column at a flow rate of 300 nL/min (C18 acclaim PepMap 100, 3 μm, 100 Å, 75 μm × 15 cm, Thermo Scientific, Bremen, Germany) using a gradient (solvent A: H_2_O LC–MS, 0.1% (v/v) formic acid; solvent B: acetonitrile, 0.1% (v/v) formic acid). Peptides were eluted from 3% B to 30% over 60 min, increased to 40% B for 10 min then increased to 80% B until 10 min to wash the column, and then re-equilibrated before the next injection for 20 min at 3% B. An MS survey scan from 300 to 1250 m/z with 250 ms of accumulation time was followed by 30 MS/MS scans (mass range 100–1500 m/z) using the automatically adjusted system of rolling collision energy voltage. Acquired MS and MS–MS data were imported into Progenesis QIP software (version 4.2, Nonlinear Dynamics, Waters, Newcastle upon Tyne, UK). The protein and peptide identification searching the *Sus scrofa* database on UniprotKB (189,471 sequences; 93,216,990 residues, downloaded on 7th September 2021) via Mascot Daemon (version 2.8.0. Matrix Science, London, UK) were imported to Progenesis QIP and matched to peptide spectra. The following Mascot research parameters were used: peptide tolerance of 20 ppm, fragment mass tolerance of 0.3 Da, up to two missed cleavages, carbamidomethylation of cysteine as fixed modification and methionine oxidation, N-terminal protein acetylation and tryptophan to kynurenine as variable modifications. Only the proteins identified with a significant Mascot calculated confidence of 95% were accepted.

### Data analysis

For transcriptomics, a multi-dimensional scaling analysis (MDS) plot, a hierarchical clustering and a volcano plot were generated using the R software, with the *ggplots2* package. Proteomics data were quantitatively and qualitatively analysed. Protein identifications were considered if at least two peptides and one unique peptide were identified per protein. Differentially abundant proteins (DAPs) were considered when ANOVA *P*-value < 0.05 and fold change (X vs Y) was higher than 1.5 (higher in X) and lower than 0.67 (higher in Y). Principal components analysis (PCA) was carried out for the identified proteins using the *fviz_pca_ind* function of the *FactoMineR* package; and a heatmap analysis was performed using the *heatmap.2* functions of the *gplots* package; in the RStudio (v. 3.6.2) software. A Venn diagram was done using an available online tool to depict common DAPs between comparisons (https://bioinformatics.psb.ugent.be/webtools/Venn/, accessed 16/03/2023). Functional analysis was carried out using the ClueGO plugin (v. 2.5.9.)^70^ of the Cytoscape (v. 3.8.2.) software^71^ for each comparison, using a right-sided hypergeometric enrichment and a Bonferroni *P*-value correction. The differentially abundant genes and proteins were used as input for an integrated analysis using the DIABLO method^72^ of the *mixOmics* package^73^ in the RStudio environment. Data from both platforms was centred (column means were subtracted from observations) and scaled (centred values are divided by the standard deviation of the column). The design matrix was established with 0.9 and the number of components to use was obtained using the *perf* function, with Mfold validation. The 10 most significant features were selected from each dataset (5 from each component). The correlation circle plot and circos plot were obtained using the *plotVar* and *circosPlot* functions, respectively.

### Supplementary Information

Supplementary Figure S1.

Supplementary Table S1.

Supplementary Table S2.

## Data Availability

The datasets generated during the current study are available from the corresponding author upon reasonable request. Proteomics raw data has been submitted to ProteomeXchange Consortium^74^ via the PRIDE^75^ partner repository with the dataset identifier PXD043394. RNA-seq raw data was submitted to the Sequence Read Archive (SRA) database under accession PRJNA1056470 and in the Gene Expression Omnibus (GEO) under the identifier GSE252125.

# Supplementary material for: Integrated transcriptomics and proteomics analysis reveals muscle metabolism effects of dietary Ulva lactuca and ulvan lyase supplementation in weaned piglets
**Source:** Sci Rep. 2024 Feb 26;14:4589. doi: 10.1038/s41598-024-55462-2
**Supplement:** Supplementary file 1 — Supplementary Figure S1.

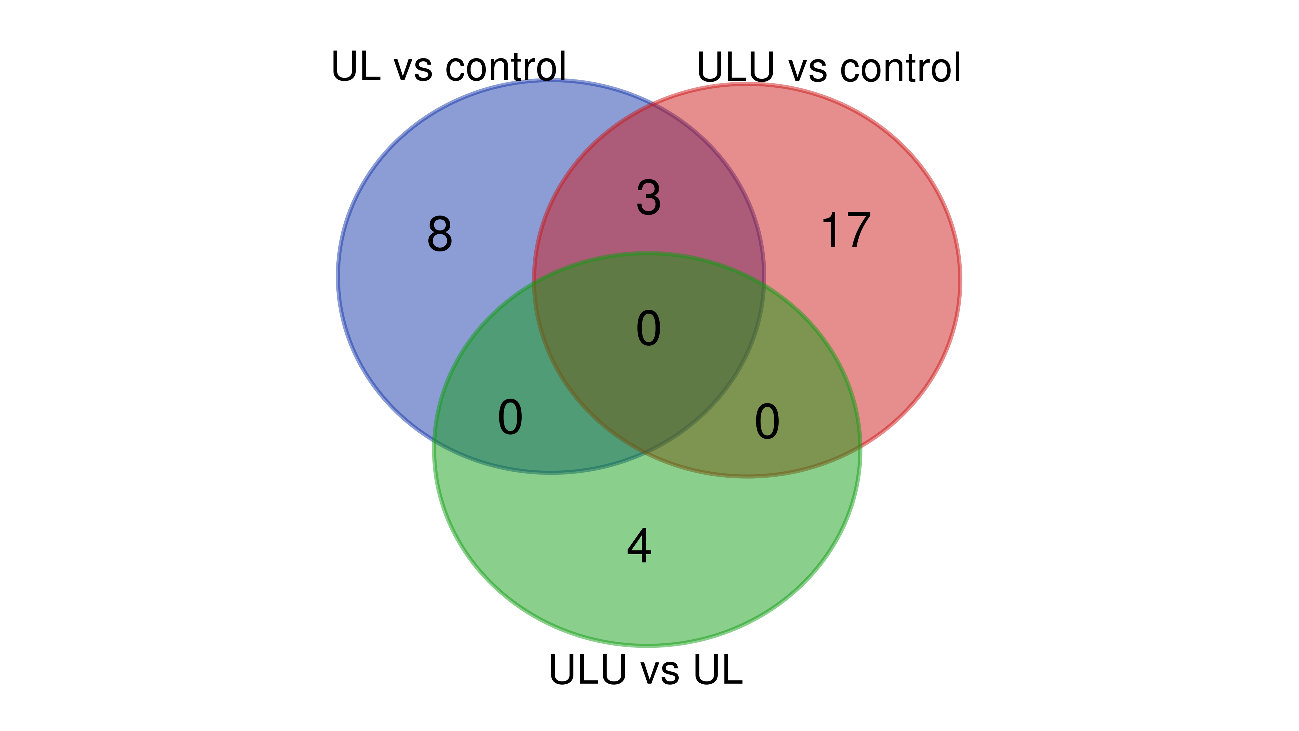

**Supplementary Figure S1** – Venn diagram of differentially expressed genes between each comparison of control (wheat, maize, soybean meal-based diet), UL (7% *Ulva lactuca* replacing control) and ULU (UL+0.01% ulvan lyase).

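The DEGs of the 3 comparisons comprised 60 genes, and 1 of them, PER2, was a DEG in more than 1 comparison, namely ULU vs control and ULU vs UL.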

How the deposited data were processed for this re-analysis (not part of the article)

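RNA was sequenced from the longissimus muscle of 6 control, 6 UL and 5 ULU piglets that entered the trial at 28 days of age, with 5 days of adaptation and 2 weeks on the diets. The methods name 6 piglets per diet for sequencing, and 5 ULU libraries were available. The authors trimmed the reads with fastp, aligned them with hisat2 and deposited raw counts per gene from featureCounts, which were not normalized. The header of the counts names featureCounts version 2.0.1 and the Ensembl annotation 104 of the assembly Sscrofa11.1, without options for strand, for reads placed at several sites or for reads that overlap several genes. Reads from overlapping genes on opposite strands can therefore not be told apart, and reads shared between near-identical genes are left out. The authors also deposited the mean of the counts over the 17 libraries for each gene, a column of another kind that was used only to check the count columns. All 8568 values of the 504 genes in the readable part of Supplementary Table S1 were the same as the counts. The mapped and trimmed read numbers were taken from that table. All 17 count columns were used.

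The counts were analysed with edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3, and with pandas 2.3.3 in Python 3.11.15. Gene names were assigned by position, because the RefSeq table of the same assembly has no Ensembl identifiers. An Ensembl gene was paired with the RefSeq gene that overlapped it best, when at least 10% of its exonic bases lay within the span of the RefSeq gene, and 20208 of 31908 genes were paired. Of 8 gene names given beside the deposited counts that could be compared, 7 were the same as the name found by position. The rule for pairing was revised after its matches had been seen and before any test of expression was run.

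For each comparison, TMM normalization, the filter on low counts of edgeR (14203 genes kept) and the quasi-likelihood F test were used in 1 model of all 17 libraries. A DEG had a Benjamini-Hochberg adjusted p-value under 0.05 and a log2(fold change) of at least 1 in either direction. Standard errors of the log2(fold change) were its absolute value divided by the square root of F. The log2 CPM values used a prior count of 2. The genes given by name are those the paper names from its RNA-seq results in the text or in Fig. 1B, 2B, 3B or 7, and the 3 DEGs with the largest log2(fold change) in each direction of each comparison. TRAT1, which Fig. 2B labels, could not be paired with a gene.

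The separation of libraries was tested with a PERMANOVA on Euclidean distances over the 500 most variable genes, with an exact permutation over all splits. Differences in library measures and in gene set scores were tested with two-sided exact permutation tests, and correlations with 100000 permutations. Of 12 gene sets written before the counts were examined, 7 had counts for at least 80% of their genes and were used, which gave 21 comparisons that were adjusted together. Genes the paper names as DEGs were left out of the sets, except those of the clock. For the number of DEGs, 100 of the 462 possible splits of the libraries of each comparison were drawn, the diets included.

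The tests across genes were checked on counts simulated from the means and library sizes of these libraries, in which 200 genes were changed by known amounts. All of these amounts were larger than a log2(fold change) of 1, and genes with few reads on average were not changed. The shares called therefore do not cover changes near that limit. The simulated spread was edgeR's own estimate, so the comparison of edgeR with DESeq2 may favour edgeR. edgeR called 92% of the changed genes in UL vs control and 93% in ULU vs control, among 14322 genes, and DESeq2 on the 2 groups called 97.5% and 94%. For edgeR, 3.16% of the calls in UL vs control and 2.62% of those in ULU vs control were genes that had not been changed. For DESeq2 the shares were 11.0% and 11.3% on the 2 groups and 9.30% and 9.05% on all libraries. Every changed gene that was called had the right direction.

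Library sizes ranged from 16137365 to 26546810 counted reads, and 3 reads corresponded to at most 0.194 CPM. Alternatives to the test, the samples in the model, the normalization, the filters, the fold change limit and the libraries included were chosen before the data were examined, except for the counted share of reads as a covariate. The proteomics part of the study was not analysed, since the values used are of RNA, and functional enrichment was not repeated.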

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

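The test of adipocytes was chosen only after the result it concerns had been seen. The fit without mitochondrial genes was planned at the start, and its use as a test of the normalization was chosen after the result had been seen.

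Single piglets far from the rest of their diet were looked for in 147 groups of 5 or 6 values, made of the named genes, library measures and gene set scores in each diet, and 12 were found, where chance alone gives about 7.3. Of these, 9 concern named genes. In ULU, ANPEP was 0.310 CPM in replicate 40 against 0.940 to 1.06 CPM in the others, and CXXC5 was 34.6 CPM in replicate 42 against 24.6 to 25.7 CPM. In UL, ARNTL was 3.16 CPM in replicate 27 against 6.25 to 8.93 CPM, CXXC5 was 11.5 CPM in replicate 27 against 21.9 to 23.9 CPM, and IL1RAP was 5.63 CPM in replicate 32 against 2.65 to 3.48 CPM. In control, CXXC5 was 8.21 CPM in replicate 24 against 12.9 to 14.95 CPM, MAT2A was 264 CPM in replicate 23 against 133 to 171 CPM, PER1 was 60.4 CPM in replicate 25 against 26.9 to 34.2 CPM, and PER2 was 3.79 CPM in replicate 26 against 6.01 to 7.86 CPM. No biological explanation was tested for single piglets, since the design gives no condition within a diet.

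The remaining values concern control libraries. Replicate 23 had a mapped share of 90.75% against 91.96% to 92.68%, replicate 25 had 23433672 counted reads against 16335304 to 17773850, and replicate 24 had an adipocyte score of 2.04 against -0.758 to 0.274. The score of replicate 24 is a pattern for which adipose tissue in the sample is a candidate source. It was not tested further, and the adipocyte score did not differ between ULU and control (difference -0.547, two-sided exact permutation test, p = 0.351).

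The paper does not report the share of counts on the mitochondrial chromosome. It was 14.8% ± 0.697 (SD, n = 6) in control, 11.6% ± 2.11 (SD, n = 6) in UL and 10.2% ± 1.47 (SD, n = 5) in ULU, and was lower by 4.55 percentage points in ULU than in control (difference -4.55, lower in 5 of 5 ULU piglets than in any control piglet, two-sided exact permutation test, p = 0.00216). Technical explanations were tested. Without ULU replicate 40, in which the mitochondrial gene ATP8 was almost without reads, the difference was -3.995 (two-sided exact permutation test, p = 0.00476), so that this library does not explain it. Within diets, the mitochondrial share and the share of reads placed at several sites had a correlation of 0.324 (permutation test, p = 0.202). Between diets the 2 shares went in the same direction in ULU vs control and in ULU vs UL and in opposite directions in UL vs control. In UL the mitochondrial share was lower than in control (difference -3.15, lower in 5 of 6 UL piglets than in any control piglet, two-sided exact permutation test, p = 0.0108) while the share of reads placed at several sites differed by 2.49 (two-sided exact permutation test, p = 0.232), and in ULU the latter differed by -2.10 (two-sided exact permutation test, p = 0.175), with overlap. Against UL, the differences in ULU were -1.40 for the mitochondrial share (p = 0.253, two-sided exact permutation test) and -4.59 for the share of reads placed at several sites (p = 0.0130, two-sided exact permutation test). This explanation is therefore left open. Of the 59 DEGs in ULU vs control, 58 were also called when mitochondrial genes were left out before normalization, so that a shift of the normalization by these genes does not explain that list. Leaving them out moved the log2(fold change) by a median of 0.00832, and the fit does not test other ways in which the share could relate to the list. In UL neither the mapped share (p = 0.766, two-sided exact permutation test) nor the counted share (p = 0.236, two-sided exact permutation test) was shown to differ from control, which does not rule these shares out. Other differences in how the libraries were made were not tested.

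In ULU vs control, 43 of the 59 DEGs are genes the paper does not name, and in ULU vs UL the gene ENSSSCG00000047432 had a log2(fold change) of -1.47. The tests of the ULU vs control list are given with the other observations, where neither the grouping of the piglets nor the counted share of reads (4 DEGs with that share as a covariate) could be ruled out as its source. For ENSSSCG00000047432 alone no explanation was tested.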

How the results depend on the processing

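The direction of every named gene was unchanged under each alternative run, both those chosen before the data were examined and the covariate chosen after. Of 39 named values, 17 were DEGs. DESeq2 on the 2 groups called 34 of them, DESeq2 on all 17 libraries 34, edgeR on the 2 groups 12 of 38, the tests against a log2(fold change) of 1 in DESeq2 and edgeR 0 each, and edgeR with the covariate 4. No value was had for 1 named gene with edgeR on the 2 groups, for 1 without mitochondrial genes and for 6 with at least 10 counts in every library. Apart from the fits that left out one replicate, named values lost their place past the threshold in 69 cases, gained it in 44 and kept their side in 386, and in those fits the numbers were 43, 11 and 609.

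The number of DEGs in UL vs control was 0 (1541 genes at an unadjusted p-value under 0.05). It was 12 with DESeq2 on all libraries, 11 with DESeq2 on the 2 groups and 1 with the counted share as a covariate, an alternative chosen after the data were seen, and it ranged from 0 to 2 across the 17 fits that each left out one replicate. In ULU vs control, the number of DEGs was 59 and stayed within 1.5 times that number with DESeq2 on the 2 groups (71), RLE factors (61), upper quartile factors (56), all genes that had a count (42), at least 10 counts in every library (59), the robust fit (56) and without mitochondrial genes (62). It became 115 with DESeq2 on all libraries, 16 with DESeq2's shrunken fold changes, 0 with DESeq2's test against a log2(fold change) of 1 (36 genes at an unadjusted p-value under 0.05), 0 with the same kind of test in edgeR (50 genes), 423 without the fold change limit, 27 with edgeR on the 2 groups and 4 with the covariate. It ranged from 30 to 121 across the fits that each left out one replicate. With all genes that had a count, 52.4% of the 42 DEGs were higher in ULU, against 32.2% in the list of 59, and without the fold change limit 66.7% were higher. With edgeR on the 2 groups the share was 44.4%.

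In ULU vs UL, 2 DEGs became 5 with DESeq2 on all libraries, 4 with DESeq2 on the 2 groups, 0 with shrunken fold changes (1953 genes at an unadjusted p-value under 0.05), 0 and 0 with the tests against a log2(fold change) of 1 in DESeq2 (16 genes) and edgeR (20 genes), 5 without the fold change limit, 1 with edgeR on the 2 groups, 5 with at least 10 counts in every library and 0 with the covariate (586 genes). It ranged from 1 to 3 across the fits that each left out one replicate. Neither DESeq2 list held PER2 or ENSSSCG00000047432, the 2 genes called by edgeR, so that those lists hold other genes. For PER2, DESeq2 gave no adjusted p-value, at a log2(fold change) of -1.47 in both fits. The number of genes that were DEGs in more than 1 comparison was 1 and became 7 with DESeq2 on all libraries, 6 with DESeq2 on the 2 groups, 0 with shrunken fold changes, 0 with both tests against a log2(fold change) of 1, 4 without the fold change limit, 2 with all genes that had a count, 3 with at least 10 counts in every library and 0 with the covariate. It ranged from 1 to 2 across the fits that each left out one replicate. The cause of these changes was not tested.

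The relation of PER2 to ARNTL, NAV2 and YPEL2 was negative over all libraries and became -0.213, -0.0564 and 0.153 when deviations from the diet means were used, so that YPEL2 was reversed. PER2 in ULU lies apart from the other libraries, and the relation over all libraries rests on the difference between diets.

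Among the gene set scores, the score of the PER arm of the clock in ULU vs control was -0.991 and in ULU vs UL -0.630 on DESeq2's transformed scale, where neither passed the adjusted threshold, and the score of the fasting and glucocorticoid set in ULU vs control was -0.686 without z-scores, where it did. The ATF4 target score in ULU vs UL was -0.0993 without z-scores, which reversed a value near 0. Across the fits that each left out one replicate, the adipocyte score in ULU vs UL ranged from -0.268 to 0.185, the ATF4 target score in ULU vs UL from -0.182 to 0.406, the ARNTL arm of the clock from 1.20 to 1.40 in ULU vs UL and from 1.64 to 1.76 in ULU vs control, the PER arm from -0.802 to -0.515 in ULU vs UL and from -1.11 to -0.869 in ULU vs control, and the fasting and glucocorticoid set from -0.908 to -0.580 in UL vs control and from -1.28 to -0.988 in ULU vs control. In these fits the adjusted threshold was no longer passed by the PER arm in 17 of 17 for ULU vs control and 14 of 17 for ULU vs UL, nor by the ARNTL arm in 8 and 10 of 17. The ARNTL arm had the smallest p-value that the number of libraries allows in every fit, so that its losses come from the size of the design. The unadjusted p-value of the PER arm stayed between 0.00794 and 0.0333 in ULU vs control and between 0.00476 and 0.0286 in ULU vs UL. The threshold was newly passed by the fasting and glucocorticoid set in 2 of 17 for ULU vs control and 1 of 17 for UL vs control. The variance that diet accounted for ranged from 0.0842 to 0.182 in UL vs control and from 0.105 to 0.215 in ULU vs UL across the fits that each left out one replicate, and in each case the fit without replicate 32 passed the threshold. In ULU vs control it was 0.142 over all genes kept by the filter (p = 0.0563), 0.137 with the variance stabilizing transformation (p = 0.169) and 0.0680 with 1 minus Spearman's correlation (p = 0.591), none of which passed it (one-sided exact permutation tests).

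The uniquely mapped share differed by -2.385 percentage points between UL and control, where the mapped share differed in the other direction, and by 3.02 between ULU and control, where it no longer passed the threshold. The number of RNAs of the named proteins with an adjusted p-value under 0.05 over all genes was 2 and became 5 with DESeq2. The cause of these changes was not tested. No paired analysis was possible because the replicate numbers are not shared between diets.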

Differences from the paper's values

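In UL vs control, 0 DEGs were found against the paper's 11, with 0 upregulated against the paper's 3 and 0 downregulated against the paper's 8. Of the alternatives set before the data were examined, DESeq2 on the 2 groups gave 11 DEGs (3 upregulated and 8 downregulated) and DESeq2 on all libraries gave 12 (3 and 9), and no other alternative came within the paper's numbers. In ULU vs control, 59 DEGs were found against the paper's 20, with 19 upregulated against the paper's 10 and 40 downregulated against the paper's 10. DESeq2 on the 2 groups gave 71 DEGs. The alternatives that came within 1.5 times the paper's number were DESeq2's shrunken fold changes with 16 DEGs (11 downregulated), edgeR on the 2 groups with 27 (12 upregulated and 15 downregulated), and edgeR without replicate 22 or without replicate 43 with 30 each. The upregulated number also came within it without replicate 40 and without replicate 43 (14 each), and the downregulated number without replicate 22 (14) and without replicate 23 (15). No other alternative did.

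In ULU vs UL, 2 DEGs were found against the paper's 4, with 0 upregulated against the paper's 2. DESeq2 on the 2 groups gave 4 DEGs with 2 upregulated, and DESeq2 on all libraries gave 5 with 2 upregulated. The total also came within 1.5 times the paper's number without the fold change limit (5), with at least 10 counts in every library (5), with upper quartile factors (3), with all genes that had a count (3) and without replicate 21, 23, 27, 32 or 43 (3 each). UL vs control and ULU vs control shared 0 DEGs, with 1541 and 2678 genes at an unadjusted p-value under 0.05, against the paper's about 3 in Supplementary Figure S1, read by eye. DESeq2 gave 5 on the 2 groups and 6 on all libraries, and none of the alternatives set before the data were examined came within 1.5 times the paper's number. A list of the 10 largest fold changes in each direction from DESeq2 on the 2 groups, 20 genes by construction and chosen after the values had been seen, shares 3 genes with its DEGs in UL vs control.

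The paper states 21 log2(fold change) values. For DCDC1 and the mitochondrial rRNA, the gene was chosen with the paper's value in view, so that their agreement is no check. The other 19 lay within a standard error of the values found here, the largest difference being 0.0247, and DESeq2 on the 2 groups gave all 19 to the second decimal. The paper lists all of the genes named for UL vs control as DEGs, and here their adjusted p-values lay between 0.117 and 0.201 with edgeR. It also lists SESN2, ANPEP, ANKRD1, ARG2 and AQP7 for ULU vs control and SMTNL1, RXRG, HBEGF and a mitochondrial rRNA for ULU vs UL, none of which was a DEG here. DESeq2 on the 2 groups called each of these genes, the 11 of UL vs control included, and DESeq2 on all libraries called each of them except SESN2. Shrunken fold changes also called ANPEP. With edgeR, DDIT4 in UL vs control was called without replicate 24, ANKRD1 without replicate 42, ANPEP without replicate 25 and without replicate 30, and AQP7 without replicate 21 and without replicate 27. FAM78A, which Fig. 2B labels, was not a DEG here, and it was called by DESeq2 on the 2 groups and on all libraries, by edgeR with all genes that had a count and without mitochondrial genes, and without replicate 21, 24, 40, 41 or 44. The paper places TNNT1 directly after ARNTL and NAV2 among the genes upregulated in ULU, and here LOC110259911 (log2(fold change) of 1.65) and LOC100523747 (1.51) lay above it.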

Other observations

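The tests of the list of 20 DEGs, of adipocytes, of ATF4 target genes and of PER2 and the other measures in replicates 25 and 42 were chosen only after the results they concern had been seen.

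How often other splits of the libraries gave as many DEGs as the diets was counted in 100 of the 462 splits of each comparison, the diets included. With edgeR, 5 of 100 splits gave at least as many DEGs as the 59 in ULU vs control, 2 of 100 gave at least as many as the 2 in ULU vs UL, and all 100 gave at least the 0 in UL vs control. With DESeq2 on the 2 groups, the numbers were 7 of 100 for 71 DEGs in ULU vs control, 10 of 100 for 11 DEGs in UL vs control and 24 of 100 for 4 DEGs in ULU vs UL. These shares are not under 0.05 in ULU vs control with either test or in the other 2 comparisons with DESeq2, so that the counts do not rule out a grouping of the piglets by chance. For ULU vs control with edgeR, the 4 other splits with at least 59 DEGs kept most libraries with their diet. Of these, 1 moved control replicate 25 alone, 1 exchanged replicates 25 and 42, and 2 moved 3 libraries each, so that they carry part of the difference between the diets, and 92 of the 99 other splits gave 0 DEGs. For the 2 DEGs of edgeR in ULU vs UL the share of such splits was under 0.05. When genes were counted by the adjusted p-value alone, 3 of 100 splits were as large in ULU vs control with edgeR, and 4, 3 and 3 of 100 with DESeq2 in UL vs control, ULU vs control and ULU vs UL.

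The split of control and ULU libraries with the most DEGs in edgeR, 304, exchanged control replicate 25 and ULU replicate 42. Whether these libraries were mislabelled was tested on 962 genes chosen in a fit without replicates 25 and 42, on a scale on which the mean of the other control libraries is 0 and that of the other ULU libraries is 1. Control replicate 25 lay at 0.669 and ULU replicate 42 at 0.422, each nearer the other diet. The 6 UL libraries lay at 0.344 to 0.615 on this scale, so that a place in between is not in itself a sign of a wrong label. When each of the 30 pairs of 1 control and 1 ULU library was held out in this way, the control library lay nearer ULU in 5 pairs, all with replicate 25, and the ULU library lay nearer control in 2 pairs, all with replicate 42, which lay nearer ULU in its other 4 pairs, at 0.522 to 0.734. PER2 was chosen in that fit as well (adjusted p = 0.00108 from edgeR's quasi-likelihood test) and pointed the other way, at 7.52 CPM in control replicate 25, within the 3.79 to 7.86 CPM of the other control libraries, and at 1.64 CPM in ULU replicate 42, within the 1.51 to 1.82 CPM of the other ULU libraries. Other measures were mixed. Of 14 gene set scores and library measures, control replicate 25 lay nearer the other ULU libraries in 5 and ULU replicate 42 nearer the other control libraries in 3, among them the immediate early score and the share of reads placed at several sites for both. The slow fibre score was 0.304 in control replicate 25, above each other control library, and 0.140 in ULU replicate 42. Both arms of the clock, the mapped share and the mitochondrial share of counts placed both libraries with their own label. Whether the labels of these 2 libraries are right is not settled, and why both lie between the diets on the 962 genes was not tested.

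The libraries of ULU differ from the others in how many reads were mapped and counted. Within diets, a score of the 59 DEGs in ULU vs control followed the mapped share (r = 0.528, permutation test, p = 0.0246) and the counted share (r = 0.796, permutation test, p = 8e-05, rho = 0.733, permutation test, p = 0.00110, and r = 0.626 without the 2 libraries farthest from the median). Of 10000 random lists matched on mean expression, 0.02% had an r with the counted share as high. With the counted share as a covariate, 4 genes were DEGs in ULU vs control. The counted share was lower in UL than in control (49.2% against 51.3%, difference -2.06, two-sided exact permutation test, p = 0.236), and yet the score was higher in all 6 UL libraries (-0.283 to 0.182) than in any control library (-1.04 to -0.588), where this share alone would give the opposite. Since the genes were chosen for their difference between control and ULU, which puts control at one end of the score, this is weak evidence against the explanation. A technical difference between libraries is a candidate cause of part of that list. Since no ULU library overlaps with a control library in either share, it cannot be told apart from an effect of the diet.

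Clock gene scores differed between ULU and the other diets. Genes the paper names as DEGs were left out of the other gene sets but not of the clock sets. The clock scores are therefore no independent support for clock genes the paper names, such as ARNTL. The score of the ARNTL arm was higher in ULU by 1.69 against control and by 1.32 against UL (two-sided exact permutation test, adjusted p = 0.0227 each, higher in 5 of 5 ULU piglets than in any other piglet), and that of the PER arm was lower, with differences of -0.983 and -0.666 (two-sided exact permutation test, adjusted p = 0.0455 each, lower in 5 of 5 ULU piglets than the mean of either other diet). The PER arm overlapped between diets, with -0.0692 in ULU replicate 43 against -0.189 in control replicate 26 and -0.218 in UL replicate 30, and in ULU vs control it did not pass the adjusted threshold in any of the 17 fits that left out one replicate, while its unadjusted p-value stayed under 0.05 in each (two-sided exact permutation tests), and fewer libraries raise the smallest p-value possible in most of these fits. The time of slaughter of each piglet is not given in the paper's text. If it varied between piglets of one diet, both arms would go in opposite directions within diets. Their correlation there was -0.434 (permutation test, p = 0.0830), a value in that direction that does not pass 0.05. ARNTL against the mean of PER1, PER2 and PER3 gave -0.496 (permutation test, p = 0.0446). A time that differed only between diets would leave no trace within them, so these correlations cannot decide whether it explains the difference between diets. Muscle sampled at different clock times could explain the pattern as well as diet.

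The slow fibre score was higher than in control by 0.958 in UL (two-sided exact permutation test, adjusted p = 0.125) and by 1.24 in ULU (two-sided exact permutation test, adjusted p = 0.0714), and the fasting and glucocorticoid score differed by -0.753 in UL (adjusted p = 0.0714, exact permutation) and by -1.13 in ULU (adjusted p = 0.0545, exact permutation), none of which passed the correction. TNNT1 remained higher in ULU after the slow fibre score was taken out (difference 0.529, two-sided exact permutation test, p = 0.0152), against 1.27 before. Within diets TNNT1 followed that score (r = 0.813, permutation test, p = 0.00011). More slow fibres in the sample may account for part of the difference. Whether they account for all of it is left open, since taking out a score removes only what the score measures. More adipocytes in ULU as a source of AQP7 had no basis in the adipocyte score (difference -0.547, two-sided exact permutation test, p = 0.351). For the lower ATF3, NR4A3 and CHAC1, the immediate early score differed by -0.128 (two-sided exact permutation test, p = 0.634) and the score of ATF4 target genes by -0.652 (two-sided exact permutation test, p = 0.175), so that neither a response at slaughter nor an amino acid response in control was shown or ruled out. CISH was above 100 CPM in 3 of 6 UL piglets, and a score of 4 of 5 STAT5 target genes followed it within diets with r = 0.443 (permutation test, p = 0.0753), which leaves a signalling state of single piglets open. Of the 4 genes, SOCS3 had an r of 0.594 (permutation test, p = 0.0118), IGF1 of 0.204 (permutation test, p = 0.434), PIM1 of -0.0815 (permutation test, p = 0.755) and BCL6 of -0.412 (permutation test, p = 0.101), without adjustment for the number of genes. The score takes each gene with a direction set beforehand, while these r values carry no such sign. A negative r of a single gene is therefore not in itself evidence against that signalling state.

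The mitochondrial gene ATP8 had 11 reads in UL replicate 27 and 10 in ULU replicate 40, and at least 14026 in each other library. A sequence variant shared by both piglets is a candidate explanation. It was tested on 12 other mitochondrial protein genes, of which 1 lay outside the range of the other libraries in both piglets, where other pairs of libraries had up to 3, so that the test does not settle it.

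DESeq2 on the 2 groups gave 71 DEGs in ULU vs control, and the hypothesis was tested that a list of 20 holds the 10 largest fold changes in each direction. All 13 genes that the text names for ULU vs control were among these. Some of them were named for their rank, and 0 of 6 other genes labelled in Fig. 2B were among them, so that the test does not settle it. These 20 genes share 3 with the DEGs of DESeq2 on the 2 groups in UL vs control, and all 71 share 5.

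The RNAs of 23 of 28 proteins that the paper names in ULU vs control were tested. Of these, 12 changed in the direction of the protein, 5 had an adjusted p-value under 0.05 over the list and 2 over all genes (edgeR's quasi-likelihood test), and 8 had an unadjusted p-value under 0.05. Of the 5, GOT2, GLRX3, RDX and TPM1 followed the protein and DLST went against it. Of the 8, DGKH, PDHA1, DLST and HADH went against the protein. The largest absolute log2(fold change), 0.65, was that of DGKH.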
